# Plastic leachates impair growth and oxygen production in *Prochlorococcus*, the ocean’s most abundant photosynthetic bacteria

**DOI:** 10.1038/s42003-019-0410-x

**Published:** 2019-05-14

**Authors:** Sasha G. Tetu, Indrani Sarker, Verena Schrameyer, Russell Pickford, Liam D. H. Elbourne, Lisa R. Moore, Ian T. Paulsen

**Keywords:** Environmental microbiology, Bacteria

## Abstract

Plastic pollution is a global threat to marine ecosystems. Plastic litter can leach a variety of substances into marine environments; however, virtually nothing is known regarding how this affects photosynthetic bacteria at the base of the marine food web. To address this, we investigated the effect of plastic leachate exposure on marine *Prochlorococcus*, widely considered the most abundant photosynthetic organism on Earth and vital contributors to global primary production and carbon cycling. Two strains of *Prochlorococcus* representing distinct ecotypes were exposed to leachate from common plastic items: high-density polyethylene bags and polyvinyl chloride matting. We show leachate exposure strongly impairs *Prochlorococcus* in vitro growth and photosynthetic capacity and results in genome-wide transcriptional changes. The strains showed distinct differences in the extent and timing of their response to each leachate. Consequently, plastic leachate exposure could influence marine *Prochlorococcus* community composition and potentially the broader composition and productivity of ocean phytoplankton communities.

## Abstract (web summary)

Sasha Tetu et al. have examined the effects of plastic leachate exposure on the marine bacteria *Prochlorococcus*, the most abundant photosynthetic organism on Earth. They find plastic leachates impair growth, photosynthetic capacity and cause global changes in transcription.

## Introduction

Plastic debris has been estimated to cause more than US$13 billion in economic damage to marine ecosystems each year and is now widely recognized to be a serious threat to the marine environment^1^. The current rate of increase in worldwide plastic production, poor end-of-life plastic waste management, and slow environmental degradation rates^2^ mean that further increases in the levels of marine plastic pollution are widely considered inevitable^3,4^.

Hazards associated with leaching of chemicals from marine plastics have received substantially less attention than issues linked to ingestion and entanglement^5^. Most engineered (non-biodegradable) plastic polymers are considered highly stable and biologically inert. However, various chemical compounds are added during manufacture of most plastic products to improve performance, aging and functionality and are generally not chemically bound to the plastic polymer^6^. Such substances, which can subsequently leach from plastics, include catalyst remnants, polymerization solvents, plasticizers, metals, dyes, flame-retardants, UV stabilizers, antioxidants and antimicrobials, detailed in the recent review by Hahaladakis and colleagues^6^. Many of these additives have been detected in marine and estuarine waters worldwide at concentrations ranging up to micrograms per litre^5^. Many plastics can also adsorb hydrophobic organic chemicals and may therefore also transport compounds derived from the surrounding environment^7^. Although the processes associated with delivery of various compounds to marine environments from plastic litter are currently poorly understood, a recent study on plastic ageing in marine water indicated that some polyvinyl chloride (PVC) additives are released following more than a year of immersion, due to degradation and progressive exposure of deeper layers of the material to the environment^8^.

Existing work on plastic leachate impacts has been largely limited to toxicological studies on model zooplankton. For example, toxicity of plastic leachates has been demonstrated for crustaceans (*Daphnia magna*^9^ and *Nitroca sinipes*^10^), barnacle larvae (*Amphibalanus amphitrite*)^11^ and mussel embryos (*Perna perna*)^12^. These studies have shown that leachates from plastic pollution represent a potential risk to some marine eukaryotic organisms whilst highlighting the high degree of variability in toxicity of leachates from different plastic items^5^. Understanding of potential effects of plastic leachates on marine microorganisms lags even further behind. The only study to date relating to plastic leachate effects on marine bacteria reported short-term growth stimulation of marine heterotrophic bacteria via supply of dissolved organic carbon^13^ and does not address effects on marine primary producers.

Bacteria of the cyanobacterial genus *Prochlorococcus* are the most numerous photosynthetic cells in the ocean^14^, with an estimated mean global population of ~10^27^ cells and primary productivity of 4 Gt C y^−1^ in some oligotrophic ocean regions^15^. Members of this genus are divided into two physiologically and phylogenetically distinct groups, high-light (HL) and low-light (LL) adapted clades, with HL representatives tending to be more abundant at shallower depths^16^. The role of *Prochlorococcus* in global oxygen production, carbon fixation and biogeochemical cycling indicate that they are important organisms to consider in determining the potential effects of stressors on marine ecosystems. Previous work has indicated that *Prochlorococcus* may be particularly sensitive to organic pollutants and other environmental stressors including UV radiation and elevated copper concentrations^17–21^.

Here we examined the response of two *Prochlorococcus* strains, MIT9312 (HLII Clade) and NATL2A (LLI Clade), two representative ecotypes found throughout tropical and subtropical oceans, to in vitro exposure to leachates from common plastic products. Experiments were performed using common plastic items composed of high-density polyethylene (HDPE) and PVC, two of the most commonly produced polymer types. We report growth, photosynthetic and transcriptomic effects that indicate plastic leachates have the potential to deleteriously affect marine phototrophic bacterial communities, with possible consequences for ocean primary productivity.

## Results

### Plastic leachates negatively affect *Prochlorococcus* growth

Leachates of common plastic items (HDPE shopping bags and PVC matting) were made using a base of sterile artificial seawater. Exponential phase cultures of *Prochlorococcus* were inoculated into media containing a range of leachate dilutions (generated by volume/volume dilutions in AMP1 media of 50, 25, 12.5, 6.25 and 3.125% for HDPE; 10, 2, 1, 0.5 and 0.25% for PVC) alongside equivalent controls (AMP1 media with no leachate addition). The leachate dilutions used for growth and photophysiology monitoring were chosen following preliminary tests that indicated PVC leachate had a considerably greater effect than HDPE at equivalent concentrations.

Growth was impaired for both *Prochlorococcus* MIT9312 and NATL2A across the full range of HDPE and PVC leachate dilutions tested, as measured by flow cytometric counts of chlorophyll fluorescent cells (Fig. 1). MIT9312 responded more quickly to both HDPE and PVC leachate exposure than NATL2A. In MIT9312, significant (*p* < 0.01) population reductions were observed at 48 h for all tested HDPE and PVC leachate dilutions compared to the controls, whereas in NATL2A only the two most concentrated HDPE and PVC leachates were significantly different from controls at 48 h (*p*-values in Supplementary Data 1). After 72 h of exposure, the population density of both strains was reduced for all levels of HDPE and PVC leachate tested (Fig. 1a–d). For each plastic, higher concentrations of leachate resulted in greater reductions in population density, indicating that leachate exposure affected cell populations in a dose-dependent manner (Fig. 1a–d).

**Fig. 1:**
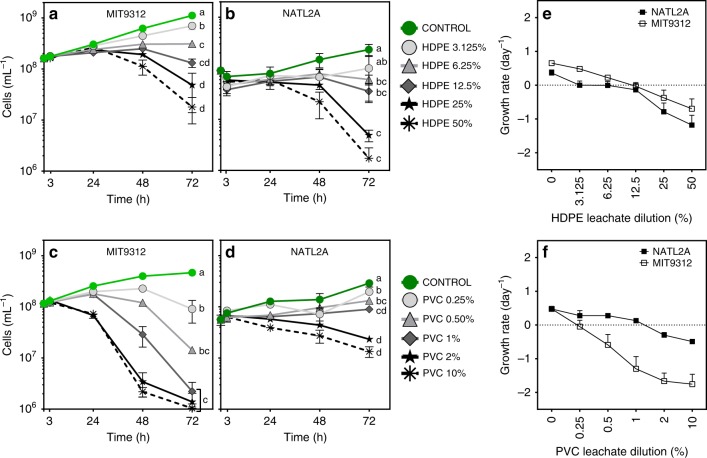
Population growth of *Prochlorococcus* MIT9312 and NATL2A in the presence of diluted HDPE and PVC leachates compared to 0% leachate control (AMP1 media). Growth curves (**a**–**d**) and growth rates (**e**, **f**) for each treatment are shown. Data points are mean values of triplicate biologically independent samples with error bars representing the standard deviation (error bars not visible where values were smaller than symbols). Lower case letters at the 72 h timepoints in **a**–**d** signify which treatments were found to be significantly different (*p* < 0.01) in population density at 72 h post exposure; source data and exact *p*-values for all timepoints are provided in Supplementary Data 1

Population growth rates also declined in a dose-dependent manner across the three days of the experiment (Fig. 1e, f). Both strains of *Prochlorococcus* showed an overall negative growth rate across the experiment when exposed to HDPE leachate dilutions of 12.5 to 50%. PVC leachate exposure resulted in a markedly greater effect on MIT9312 growth compared to NATL2A. All tested PVC leachate dilutions resulted in negative growth rates for MIT9312, whereas NATL2A was able to maintain a positive growth rate for 0.25 to 1% PVC dilutions.

### Plastic leachates impair photosynthesis in *Prochlorococcus*

In addition to effects on population growth, leachate exposure had a strong, dose-dependent effect on photochemical efficiency of photosystem II (PSII) in both *Prochlorococcus* MIT9312 and NATL2A (Fig. 2a–d). As with population growth, differences were observed with respect to dose sensitivity and timing of response of the two strains. The effective quantum yield of PSII (Φ_PSII_) was significantly (*p* < 0.01) reduced on HDPE leachate exposure in MIT9312 across all tested dilutions and all but the lowest concentration (3.125%) in NATL2A (Fig. 2a, b, Supplementary Table 2). Both strains showed significant reductions in Φ_PSII_ at 24 h for HDPE leachate dilutions of 12.5 to 50%. Strain-specific differences, however, were apparent at 48 h: Φ_PSII_ was affected in MIT9312 at all tested dilutions and had declined to undetectable levels for 12.5% HDPE leachate whereas Φ_PSII_ reductions were more moderate in NATL2A. Exposure to 10% PVC leachate (the highest tested concentration) resulted in a very rapid decline in effective quantum yield of PSII in both strains. Measurements of Φ_PSII_ 3 h post exposure showed that there was no detectable PSII activity in either strain in this treatment by this time. Intermediate and low PVC concentrations again resulted in more rapid and pronounced declines in Φ_PSII_ for MIT9312 than NATL2A and treatment with 0.25% PVC leachate did not significantly affect NATL2A Φ_PSII_ (Fig. 2c, d, *p*-values in Supplementary Table 2).

**Fig. 2:**
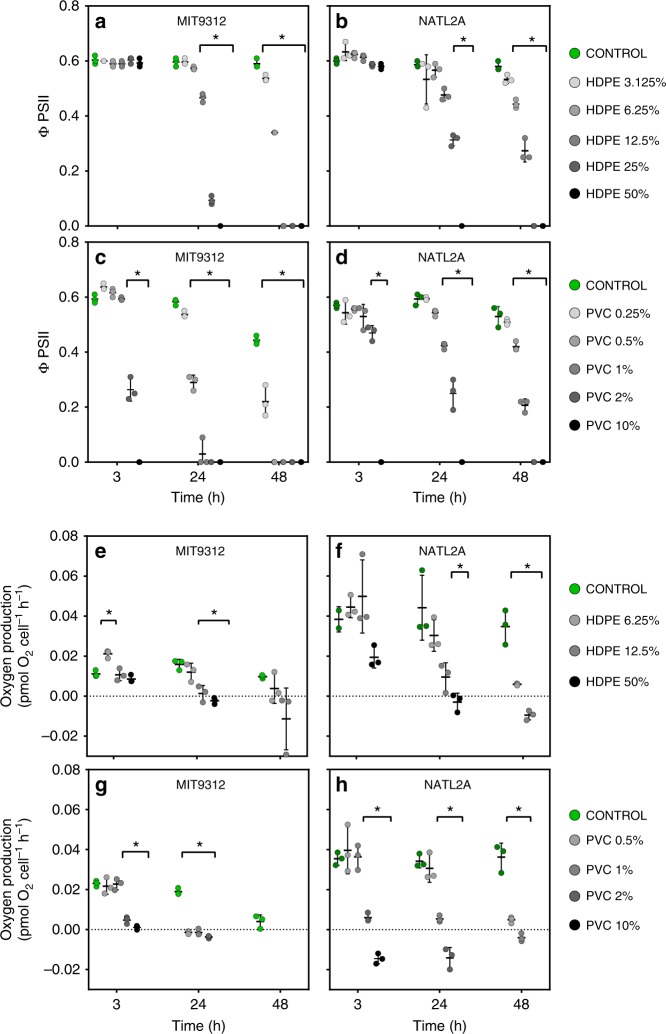
Photosynthetic capacity of *Prochlorococcus* MIT9312 and NATL2A in the presence of diluted HDPE and PVC leachates compared to 0% leachate control (AMP1 media). Measurements of effective quantum yield of PSII (Φ_PSII_) (**a**–**d**) and oxygen production rates (**e**–**h**) for *Prochlorococcus* MIT9312 and NATL2A control and leachate exposed populations after 3, 24 and 48 h of exposure. Data points are from triplicate independent biological samples (except for oxygen production rate measurements for NATL2A 3 h control in HDPE experiment where *n* = 2). In **e**–**h**, a subset of leachate dilutions were tested and once negative oxygen production rates were recorded (indicating respiration rates were likely higher than oxygen production rates) no more measurements were made. Asterisks are used to signify treatments for which measurements were significantly different (*p* < 0.01) to the control at the examined time point; source data and exact *p*-values for all timepoints are provided in Supplementary Data 2

Clear declines in oxygen production rates were also observed following HDPE and PVC leachate exposure. For both strains exposed to HDPE leachates oxygen production rates started declining from 24 h (Fig. 2e, f, Supplementary Table 2). A slight increase in the oxygen production rate was observed in MIT9312 after 3 h exposure to 6.25% HDPE leachate, which may imply an initial effort to obtain energy when subjected to stress. Exposure to both 2 and 10% PVC leachate had a significant negative effect on oxygen production rates within 3 h in both strains (Fig. 2g, h, Supplementary Table 2). By 24 h, oxygen production had halted for MIT9312 cultures exposed to all tested PVC concentrations, whereas NATL2A continued to produce oxygen at similar levels to the control for 0.5% PVC until 48 h.

### Leachate exposure results in global transcriptional changes

Global transcriptomic analyses (RNA-Seq) were conducted to determine the early-stage transcriptional response to leachate exposure using dilutions that impaired population growth in both strains following 24–48 h exposure (50% HDPE; 2% PVC compared to no leachate controls). 

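For *Prochlorococcus* MIT9312 and NATL2A, total RNA came from 3 control cultures, 3 cultures given 50% HDPE leachate and 3 given 2% PVC leachate, 18 libraries in all. The 50 mL cultures were transfers from 3 acclimated cultures, grown at 22 °C under about 40 (MIT9312) or 20 (NATL2A) µmol photons m−2 s−1. The paper gives exposures of 120 min for HDPE and 90 min for PVC. The deposited sample labels give 180 min for the control and HDPE cultures and 90 min for the PVC cultures. By the labels, PVC cultures were thus harvested earlier than their controls, and an effect of harvest time cannot be told apart from an effect of PVC leachate. PVC and HDPE cultures differed in dose and exposure time, so PVC against HDPE does not compare the leachates alone. Ribosomal RNA was depleted and stranded libraries were sequenced as single 75 nt reads. The authors aligned the reads with EDGE-pro 1.3.1 and counted them per gene with Subread featureCounts 1.5.2. The deposited values used here are raw read counts for 1870 MIT9312 and 1998 NATL2A features. How reads that map to several genes were counted is not stated, so the near-equal copies of *psbA*, of some *hli* genes and of the porin genes PMT9312_RS05825 and RS05830 cannot be told apart. The overlapping *hli* genes RS07795 and RS07800 carry the same doubt.

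MIT9312 libraries held 14686317 to 15698424 counts in controls (median 15194070), 14417155 to 16726157 under HDPE (median 16570874) and 14814037 to 15704098 under PVC (median 15476914). NATL2A libraries held 14737010 to 15081417 (median 15003151), 14598152 to 17250745 (median 14689899) and 13728490 to 14993008 (median 14665792). The 4 most abundant genes took 42.0 to 45.5% of the counts in MIT9312 controls, 55.4 to 58.9% under HDPE and 46.1 to 52.0% under PVC. Libraries were therefore scaled by TMM, which is less moved by a few abundant genes. Scaling by total counts instead moved the median log2 fold change of all MIT9312 genes to −0.39 for HDPE against control and to 0.45 for PVC against HDPE, and that of NATL2A genes to 0.11 for PVC against HDPE.

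After the low-count filter of edgeR, 1815 MIT9312 and 1940 NATL2A genes were tested with 1 quasi-likelihood fit per strain over its 9 libraries. A gene is said to have risen, fallen or passed when its Benjamini–Hochberg adjusted p was under 0.01, the cutoff the paper used. Fold changes are log2 values ± standard error, and expression is in TMM-normalized CPM, mean ± SD of n = 3 cultures. Recovery was tested in simulated data of the same depth and scatter with 200 genes changed. It was 97.0 to 98.5% for 4-fold changes, 82.1 to 91.0% for 2-fold changes and 22.4 to 35.8% for 1.5-fold changes. Smaller changes were thus mostly missed. Where fewer genes change, the adjustment is stricter, so these shares do not carry over to NATL2A. There the urea transporter gene *urtA* exceeded 4-fold under HDPE and did not pass in this fit. Its standard error was also well above the median of 0.138 for that comparison, and it passed in edgeR with control and HDPE libraries alone. Gene lists were tested with camera, adjusted over 22 lists in MIT9312 and 24 in NATL2A. The MIT9312 lists could be filled only with genes named in Supplementary Data 3, which the study itself called on these samples. Their members were thus chosen for having changed, so neither the counts nor the camera values of MIT9312 lists are independent evidence of a change.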

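In MIT9312, glyceraldehyde-3-phosphate dehydrogenase (PMT9312_RS03725, chromosome 676240–677262), an enzyme of sugar metabolism, rose under HDPE leachate by 1.39 ± 0.15 log2 units, from 418 ± 73.4 to 1100 ± 131 CPM (n = 3 cultures per group, edgeR adjusted p = 4.8e-04). Under PVC leachate its change was −0.35 ± 0.15 (adjusted p = 0.0826). The diguanylate cyclase gene RS07580 (1375190–1375939), whose enzyme makes the signal cyclic di-GMP, fell by 2.05 ± 0.17 under PVC, from 340 ± 8.50 to 82.1 ± 12.1 CPM (adjusted p = 3.3e-05). Its HDPE value was −0.52 ± 0.16 (adjusted p = 0.0448). The hypothetical gene RS07605 (1379778–1379960) fell by 3.47 ± 0.41 under HDPE, from 24.7 ± 11.8 to 2.22 ± 0.506 CPM (adjusted p = 6.1e-04).

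Of 1815 MIT9312 genes, 437 passed under PVC (210 higher, 227 lower) and 107 under HDPE (65 higher, 42 lower). Between the leachates 299 genes differed, 119 higher and 180 lower with PVC than with HDPE. With total-count scaling most genes called were higher with PVC, so the balance depends on the scaling. The count also moved with the library left out. Of 1940 NATL2A genes, 3 fell and 0 rose under PVC, and 0 passed in edgeR under HDPE. In that comparison 224 NATL2A genes had an unadjusted p under 0.05 where 97 would be expected by chance. DESeq2 called 9 genes, limma-voom 0, and edgeR with the replicate number as a block 2. Control and HDPE libraries of the same number deviated together in NATL2A, and blocked fits of those 6 libraries, chosen after the first results, called 73 genes with edgeR and 159 with DESeq2. The HDPE count in MIT9312 depended on the method: DESeq2 called 316 genes, and scaling by total counts called 286, of which 255 were lower. It was 46 without control 1, 47 without control 2, 51 without HDPE 1, 58 without HDPE 2 and 282 without HDPE 3. The PVC count was 277 without control 2 and 281 without PVC 3. The NATL2A PVC count was 14 with DESeq2, 0 without PVC 1, and 1 without control 2, control 3 or PVC 2.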

In MIT9312 exposure to leachates resulted in significant (*p* < 0.01) differential transcription of a large number of coding genes: 589 for PVC and 403 for HDPE, whereas a substantially lower proportion were impacted in NATL2A: 66 for PVC and 136 for HDPE (Supplementary Data 3 and 4). 

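Among MIT9312 genes beyond 2-fold, the short hypothetical gene RS06360 (1145337–1145516), which lies beside the *hli* genes RS06345 to RS06355, rose under both leachates. Its log2 fold change was 3.61 ± 0.51 under HDPE, from 1.75 ± 0.556 to 21.4 ± 14.7 CPM (edgeR adjusted p = 0.00110), and 6.02 ± 0.52 under PVC, to 114 ± 37.3 CPM (adjusted p = 3.4e-05, n = 3 cultures per group). The hypothetical gene RS06065 (1090291–1090704) fell by 2.91 ± 0.54 under HDPE (adjusted p = 0.00572) and had 0.64 ± 0.45 under PVC (adjusted p = 0.285). The call for RS06065 was lost in a fit of 6 libraries alone and without control 1, control 2, HDPE 1 or HDPE 2, where the highest adjusted p was 0.0337. Of the MIT9312 genes that passed, 52 exceeded 2-fold under HDPE (37 higher, 15 lower) and 179 under PVC (108 higher, 71 lower). In NATL2A the only genes to pass and exceed 2-fold were the sugar transferase gene PMN2A_RS07615 and the porin gene RS02250, both lower under PVC. PVC and HDPE cultures also differed in dose and exposure time. Between them 100 MIT9312 genes passed and exceeded 2-fold, 51 higher and 49 lower with PVC.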

Highly responsive genes (log_2_ fold changes greater than ±1) were mapped onto Clusters of Orthologous Groups (COGs) and gene ontology (GO) categories to identify processes that were transcriptionally affected by the leachate exposure treatments (Supplementary Table 1).

Examination of highly transcriptionally responsive genes showed a number of processes were strongly influenced by leachate exposure in MIT9312 (Fig. 3, Supplementary Table 1). 

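The MIT9312 gene lists hold only genes the study had called on these samples, so neither their counts nor their camera values are independent evidence. Of the 22 lists tested, 5 had a camera adjusted p under 0.01 for HDPE leachate: high-light inducible proteins and proteases were higher, while Rubisco and carboxysome genes, ribosomal proteins and genes of iron, manganese and zinc uptake were lower. For PVC leachate 7 did: high-light inducible proteins and proteases were higher, and photosystem I, photosystem II, cytochrome b6-f, chlorophyll synthesis and Rubisco and carboxysome genes were lower (n = 3 cultures per group). With the correlation between genes estimated from the data, none did (lowest camera adjusted p = 0.333 for HDPE and 0.276 for PVC). Of 13 ribosomal protein genes, 4 fell, 1 rose and 8 did not pass under HDPE, with a median of −0.57 (camera adjusted p = 2.2e-04). When adjusted over the list alone, 9 were lower and 1 higher. The S8 gene RS08430 (1532186–1532587) fell by 0.63 ± 0.12 (edgeR adjusted p = 0.00651), and calls for it, S5 (RS08415) and L14 (RS08445) were lost without control 2, control 3, HDPE 1 or HDPE 2 (up to 0.0371). S1 (RS01610) was the member that rose, by 0.65 ± 0.14 (adjusted p = 0.00958, up to 0.174 in the alternatives).

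Between the leachates, 45 MIT9312 genes rose under both and 20 fell under both. If the lists were independent, 7.52 and 5.25 would be shared. Both comparisons used the same controls, however, so the lists are not independent and a deviating control alone can add to the overlap. Simulated values below are from unchanged genes with shared controls. The gene for ribonuclease E/G (PMT9312_RS08210, 1491074–1492891), which degrades RNA, went in opposite directions: −0.59 ± 0.09 under HDPE (edgeR adjusted p = 0.00225) and 0.50 ± 0.09 under PVC (adjusted p = 0.00185). Without control 1 the number of genes that changed the same way under both was 28, and without control 2 it was 29. With DESeq2 it was 171. Across all genes, the covariance of the log2 fold changes was 0.295 (0.0245 simulated), Pearson r was 0.623 (0.494 simulated) and Spearman r 0.436 (0.470 simulated). Covariance and Pearson r lay above every simulation (highest 0.0311 and 0.557), and Spearman r did not (highest 0.499). A split chosen after the results gave 1 control to one leachate and the other 2 to the other. Over the 6 ways of doing so, Pearson r was 0.443 to 0.661, Spearman r 0.230 to 0.487 and the covariance 0.227 to 0.290.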

Exposure to both leachates led to increased transcription of common stress response genes, such as *groEL*, *dnaK*, *clpP* and *ftsH*. Both leachate treatments also resulted in strong positive transcriptional responses in a large number of *hli* (high-light inducible) family genes. 

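Under PVC the ClpP genes, encoding the proteolytic core of Clp proteases, rose by 0.65 ± 0.11 for RS03855 (695388–695975) and 1.22 ± 0.21 for RS07285 (1326878–1327540), and from 365 ± 26.0 to 839 ± 171 CPM for RS07290 (1327567–1328178; edgeR adjusted p = 9.0e-04, 0.00113 and 3.4e-04). The *ftsH* genes, encoding membrane proteases that remove damaged D1 protein, rose by 1.32 ± 0.18 (RS01150, 220546–222399, from 804 ± 64.0 to 2010 ± 449 CPM), 1.28 ± 0.21 (RS03860, 695972–697885) and 1.19 ± 0.25 (RS07025, 1275686–1277548; adjusted p = 2.9e-04, 9.7e-04 and 0.00388, n = 3 cultures per group). Under HDPE the ClpP genes rose by 0.61 ± 0.11, 1.03 ± 0.21 and 0.99 ± 0.17 (adjusted p = 0.00434, 0.00853 and 0.00309). The *ftsH* genes did not pass under HDPE, with 0.62 ± 0.17, 0.81 ± 0.21 and 0.86 ± 0.25 (adjusted p = 0.0294, 0.0236 and 0.0349). DESeq2 called all 3 of them.

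The chaperone genes *groEL* (RS07890, 1425792–1427429) and *dnaK* (RS09260, 1692726–1694633), whose proteins refold other proteins, had higher means but scattered controls. *groEL* RS07890 went from 3605 ± 1585 to 7513 ± 2764 CPM under HDPE (1.06 ± 0.32, adjusted p = 0.0406) and 6770 ± 1178 under PVC (0.91 ± 0.32, adjusted p = 0.0458). *dnaK* went from 2310 ± 1002 to 4715 ± 939 CPM (1.03 ± 0.29, adjusted p = 0.0295) and 4281 ± 914 CPM (0.89 ± 0.29, adjusted p = 0.0308). The other *groEL* gene, RS02320 (426322–428076), had 0.71 ± 0.20 under HDPE (adjusted p = 0.0315) and 0.47 ± 0.20 under PVC (adjusted p = 0.0888), and *groES* 0.61 ± 0.30 and 0.50 ± 0.30 (adjusted p = 0.160 and 0.207). DESeq2 called *dnaK* under both leachates and both *groEL* genes under HDPE. Of 9 chaperone genes, all with values above zero under HDPE, 0 passed in edgeR there, 4 had an unadjusted p under 0.05, and DESeq2 called 4 (camera adjusted p = 0.0280). Under PVC *grpE* (RS00080) rose by 0.68 ± 0.17 (adjusted p = 0.00778), a *dnaJ* gene (RS07140) fell by 0.52 ± 0.10 (adjusted p = 0.00160) and 7 did not pass, or 1 and 1 adjusted over the list alone (median 0.67, camera adjusted p = 0.0514).

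Of 8 protease genes, 3 rose and 5 did not pass under HDPE (median 0.81, camera adjusted p = 7.7e-04, or 0.333 with an estimated correlation). Under PVC 7 rose and *clpX* (RS09020) fell by 0.98 ± 0.13 (camera adjusted p = 0.00459, or 0.303 with an estimated correlation). Within the list alone, adjusted p values gave 7 higher under HDPE, and 7 higher and 1 lower under PVC. These members come from the study's own calls, so neither the counts nor the camera values are independent evidence. No protease passed under HDPE without control 1, control 2, HDPE 1 or HDPE 2, and 1 did without control 3. The HDPE call for RS03855 was lost with total-count scaling, where its value was 0.22, and in a fit of 6 libraries alone (adjusted p = 0.231 and 0.0117). That for RS07285 was lost with total-count scaling and the replicate block (up to 0.0118). Under PVC, RS07025 was lost without control 1, control 2, PVC 1 or PVC 3 (adjusted p = 0.0203, 0.0218, 0.0103 and 0.0168). The *grpE* call was lost in a fit of 6 libraries alone and without control 1, control 2, PVC 1 or PVC 3 (up to 0.0376), and the *dnaJ* call with total-count scaling.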

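High-light inducible (*hli*) genes, which encode small chlorophyll-binding proteins of stressed thylakoids, were among the genes with the largest rises in MIT9312. Of 18 measured, 15 rose and 3 did not pass under HDPE (median 2.55), and 17 rose and 1 did not pass under PVC (median 3.45). Under HDPE the neighbours RS06345 (1144707–1144913), RS06350 (1144913–1145173) and RS06355 (1145207–1145335) rose by 4.37 ± 0.47, 4.30 ± 0.44 and 4.15 ± 0.46 (edgeR adjusted p = 4.8e-04 for each, n = 3 cultures per group). RS06345 went from 17.5 ± 2.07 to 361 ± 229 CPM. Under PVC these neighbours rose by 5.09 ± 0.49, 5.43 ± 0.46 and 5.30 ± 0.48 (adjusted p = 6.1e-05, 3.4e-05 and 4.2e-05). The largest rise under PVC was that of RS07795 (1412167–1412457), 6.28 ± 0.32, from 1.61 ± 0.399 to 125 ± 39.7 CPM (adjusted p = 6.5e-07). Its end overlaps RS07800 (1412429–1412638), which rose by 5.26 ± 0.47, so reads of the overlap may belong to either. RS00330 had −0.06 ± 0.20 under HDPE and 0.67 ± 0.20 under PVC (adjusted p = 0.851 and 0.0207).

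For the *hli* list, camera gave an adjusted p of 8.3e-11 for HDPE and 7.0e-12 for PVC, or 0.333 and 0.276 with an estimated correlation. Adjusted over the list alone, 15 *hli* genes were higher under HDPE and 18 under PVC. All were named from the study's own calls, so neither the counts nor the camera values are independent evidence. RS05895 and RS06405 have nearly equal counts (0.58 under HDPE and 2.07 under PVC each) and are probably not separate measurements. Compared with HDPE, 5 *hli* genes were higher under PVC (median difference 0.93, camera adjusted p = 7.6e-05, or 0.533 with an estimated correlation). The number that rose under HDPE was 9 without control 1 and 9 without control 2.

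**Figure D1:**
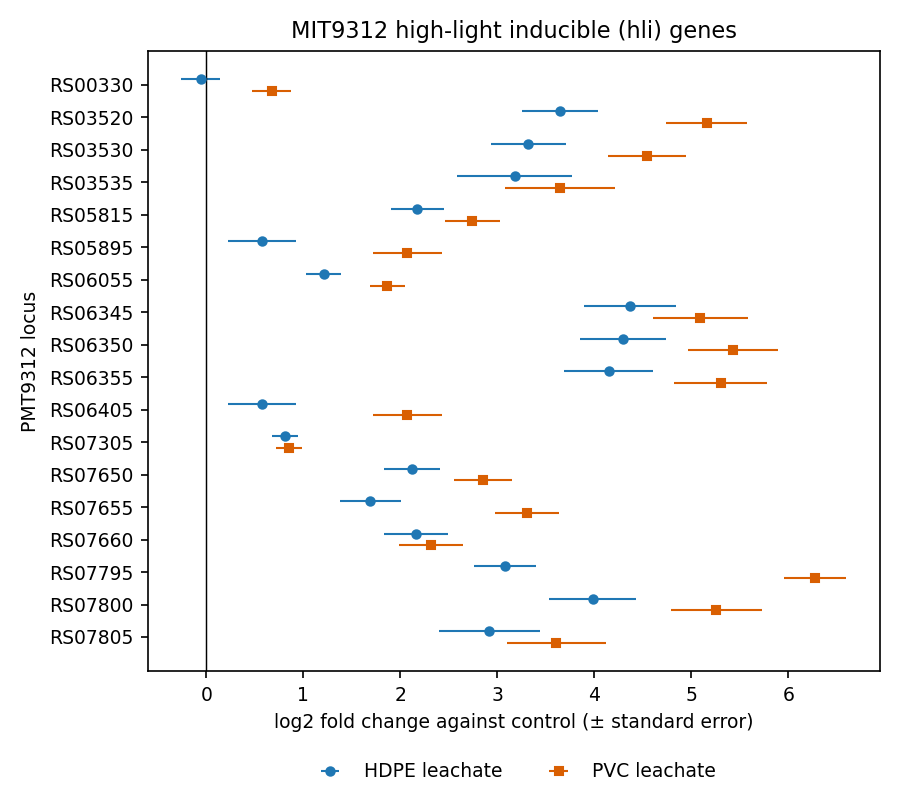
Log2 fold change against control of the 18 *hli* genes measured in MIT9312 (horizontal axis, ± standard error), by gene. Blue circles are HDPE leachate and orange squares PVC leachate, each 3 cultures against 3 controls; the largest value is 6.28 for RS07795 under PVC.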

In *Prochlorococcus* MED4, *hli* genes have been shown to be transcriptionally responsive to specific stress conditions, suggesting they have a role in oxidative and other stresses linked to photosynthesis^22^. 

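The NmrA family regulator gene RS06030 (PMT9312_RS06030, 1084774–1085784) was nearly silent in control cultures, at 1.59 ± 0.581 CPM. It rose to 13.3 ± 5.15 CPM under HDPE, a log2 fold change of 3.06 ± 0.47 (edgeR adjusted p = 0.00187), and to 33.1 ± 15.6 CPM under PVC, 4.38 ± 0.46 (adjusted p = 8.9e-05, n = 3 cultures per group). Its value was 1.32 ± 0.38 higher with PVC than with HDPE (adjusted p = 0.0200). The sigma factor gene RS08880, whose protein directs RNA polymerase to promoters, rose by 0.82 ± 0.11 under HDPE and 0.80 ± 0.11 under PVC (adjusted p = 8.6e-04 and 2.9e-04). The RpoD sigma factor gene RS09225 fell by 1.31 ± 0.16 under PVC, from 577 ± 55.5 to 232 ± 40.7 CPM (adjusted p = 2.1e-04). The helix-turn-helix regulator gene RS00790 fell by 0.80 ± 0.10 under PVC (adjusted p = 2.1e-04).

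Of 14 sigma factor and regulator genes, 2 rose and 12 did not pass under HDPE, and 3 rose, 4 fell and 7 did not pass under PVC. With adjustment over the list alone, 5 were higher under HDPE, and 4 higher and 4 lower under PVC. The list as a whole had median 0.41 under HDPE and 0.13 under PVC (camera adjusted p = 0.0494 and 0.984). Its members were named from the study's own calls, so neither counts nor camera values are independent evidence. The HDPE call of RS06030 was lost without control 1 (adjusted p = 0.0135) and without control 2 (0.0138). That of RS08880 under HDPE was lost with total-count scaling (0.0369).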

An uncharacterized, *Prochlorococcus*-specific transcriptional regulator (PMT9312_RS06030) was also very strongly upregulated under exposure to both leachates and may have a role in coordinating the cellular response to plastic leachate-induced stress.

**Fig. 3:**
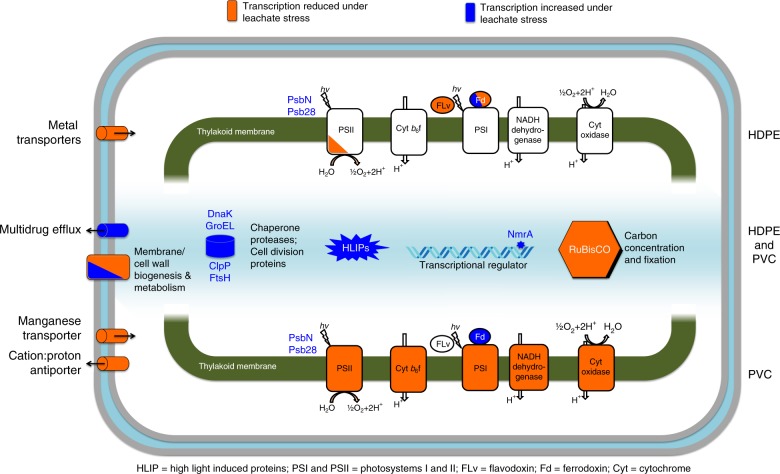
Schematic model of *Prochlorococcus* MIT9312 showing key genes and functions with significant responses to short-term HDPE and PVC plastic leachate exposure based on transcriptomic data. The sets of highly responsive genes in both MIT9312 and NATL2A organized by functional categories are listed in Supplementary Table 1 and complete lists of differentially transcribed genes for MIT9312 and NATL2A are found in Supplementary Data 3 and 4, respectively

In MIT9312, genes associated with primary production were among the most highly affected following leachate exposure. Transcription was strongly reduced for a number of MIT9312 carbon fixation associated genes on exposure to both leachates, compared to the control (Fig. 3, Supplementary Table 1). Among the set showing the highest fold change was a cluster of five genes (PMT9312_RS02820–40) encoding carbon dioxide concentrating mechanism protein CcmK, both RUBISCO subunits and carboxysome shell proteins. 

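The 5 neighbouring genes from RS02820 to RS02840 fell under both leachates. CcmK (RS02820, 513352–513663), a carboxysome shell protein gene, fell by 1.99 ± 0.25 under HDPE and 1.39 ± 0.24 under PVC, from 436 ± 117 CPM to 110 ± 35.4 and 167 ± 18.9. *rbcL* (RS02825, 513733–515148), the Rubisco large subunit that binds carbon dioxide, fell by 2.36 ± 0.36 and 1.67 ± 0.35, from 4731 ± 698 CPM to 920 ± 566 and 1490 ± 203. *rbcS* (RS02830, 515243–515584), the small subunit, fell by 2.53 ± 0.34 and 1.73 ± 0.33, from 1852 ± 306 CPM to 321 ± 175 and 557 ± 108. The shell protein genes RS02835 (515664–517964) and RS02840 (517972–519501) had −2.11 ± 0.27 and −2.13 ± 0.29 under HDPE and −1.52 ± 0.26 and −1.68 ± 0.28 under PVC. In gene order, the edgeR adjusted p was 7.8e-04, 0.00187, 8.8e-04, 8.2e-04 and 9.3e-04 for HDPE and 0.00133, 0.00378, 0.00198, 0.00117 and 9.97e-04 for PVC (n = 3 cultures per group).

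Between PVC and HDPE the 5 genes differed by 0.45 to 0.79, without passing (adjusted p = 0.0698 to 0.222). Of 7 Rubisco and carboxysome genes, 5 fell and 2 did not pass under HDPE (median −2.11, camera adjusted p = 1.0e-04, or 0.333 with an estimated correlation). Under PVC 6 fell, among them the shell-domain gene RS02810, and 1 did not pass (median −1.52, camera adjusted p = 8.1e-04, or 0.276 with an estimated correlation). There were 5 lower under HDPE and 7 under PVC when adjusted over the list alone. The members were named from genes the study called on these samples, so neither counts nor camera values are independent evidence. The *rbcL* call was lost under HDPE without HDPE 1 (adjusted p = 0.0109). Under PVC it was lost without control 3, PVC 1 or PVC 2 (0.0125, 0.0119 and 0.0137).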

Genes involved in photosynthesis and light-harvesting also showed clear transcriptional level changes under both leachate exposures, fitting with the observed photophysiological responses. PVC leachate exposure resulted in substantial reduction in transcription of almost all genes encoding photosystem I subunits (*psaA,B,C,D,E,F,J,K,L*), most photosystem II (*psbB,H,J,M,O,T,Z*) subunits, cytochrome b_6_-f complex subunits (petA,C,G), and photosynthetic pigment biosynthesis (Supplementary Data 3). By contrast, the MIT9312 transcriptional impact of HDPE leachate on photosynthesis-related genes was less pronounced, with transcription significantly reduced for *pcbD* encoding Chl *a/b* binding light-harvesting protein and photosystem II associated genes (*psbB,J,K,T,O* and PMT9312_RS06075 encoding PsbF-like protein), whereas two *psbA* genes showed a significant increase in transcription (Supplementary Data 3). 

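Under PVC leachate all 10 photosystem I subunit genes measured fell, with a median of −1.57. *psaF* (RS02410, 441134–441688), a docking subunit for electron donors, fell by 2.13 ± 0.18, from 3214 ± 627 to 734 ± 38.8 CPM (edgeR adjusted p = 3.3e-05, n = 3 cultures per group). Its neighbour *psaJ* (RS02405, 440970–441104) fell by 1.97 ± 0.18 (4.2e-05) and *psaD* (RS08610, 1559625–1560047) by 1.77 ± 0.16 (4.3e-05). The reaction centre genes *psaA* (RS08320) and *psaB* (RS08315) fell by 1.18 ± 0.21 and 1.25 ± 0.21 (0.00135 and 0.00104), *psaA* from 24090 ± 4385 to 10621 ± 1099 CPM. *psaC* (RS08770), *psaK* (RS04570), *psaL* (RS08300), *psaE* (RS01725) and *psaI* (RS09520) fell as well (−1.70, −1.64, −1.18, −1.09 and −1.49).

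Of 16 photosystem II subunit genes, 6 fell and 10 did not pass under PVC (median −0.60). Those that fell were *psbO* (RS01160, −1.04 ± 0.19, adjusted p = 0.00156), *psbB* (RS01625, −1.01 ± 0.21, 0.00313), *psbH* (RS01275, −0.96 ± 0.14, 4.1e-04), *psbM* (RS01635, −0.92 ± 0.18, 0.00226), *psbT* (RS01620, −0.91 ± 0.19, 0.00367) and *psbZ* (RS08955, −0.75 ± 0.11, 5.7e-04). *psbJ* (RS01525) had −0.78 ± 0.22 (0.0178). Of the cytochrome b6-f genes, *petA* (RS02370), *petC* (RS02375) and *petG* (RS05505) fell by 1.31 ± 0.15, 1.03 ± 0.14 and 1.32 ± 0.17 (1.3e-04, 3.6e-04 and 2.8e-04), and 1 did not pass (list median −1.17). The 5 chlorophyll synthesis genes all fell, by 0.65 to 1.26. The largest fall was that of the protochlorophyllide reductase gene RS02790 (−1.26 ± 0.14, 1.1e-04), an enzyme that makes chlorophyll without light. The Pcb antenna gene RS03215 fell by 1.28 ± 0.22, from 39674 ± 3144 to 16345 ± 1400 CPM (adjusted p = 0.00117).

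In camera the adjusted p was 1.3e-08 for photosystem I, 0.00271 for photosystem II, 0.00300 for cytochrome b6-f and 5.1e-04 for chlorophyll synthesis, or 0.276, 0.303, 0.276 and 0.276 with an estimated correlation. Adjusted over each list alone, 10, 6, 4 and 5 genes were lower. The lists hold only genes the study called on these samples, so neither counts nor camera values are independent evidence. *psbT* was lost without control 3, PVC 1 or PVC 3 (adjusted p = 0.0146, 0.0107 and 0.0128) and *psbB* without control 3 or PVC 3 (0.0127 and 0.0126). The paper relates these changes in MIT9312 to the photophysiological responses it measured.

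**Figure D2:**
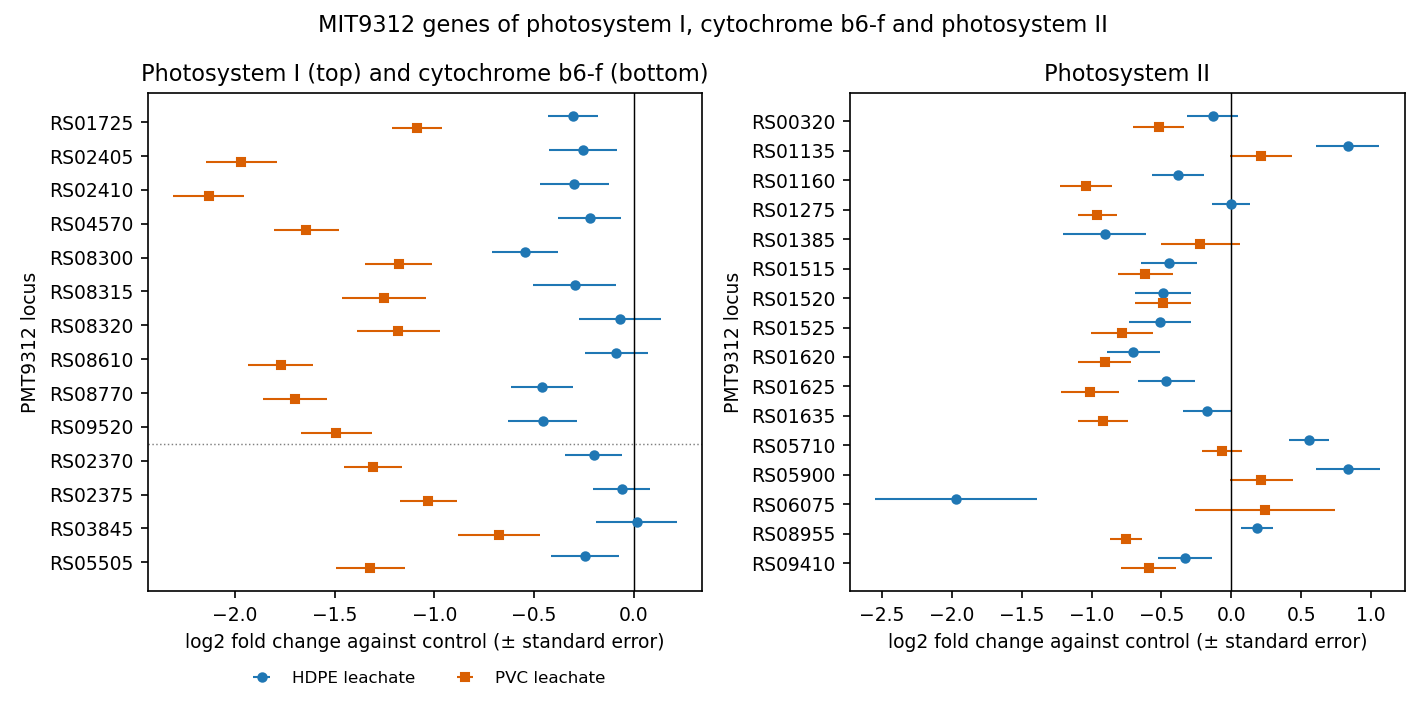
Log2 fold change against control (horizontal axis, ± standard error) of MIT9312 genes of photosystem I (left, top), cytochrome b6-f (left, bottom) and photosystem II (right). Blue circles are HDPE leachate and orange squares PVC leachate, each 3 cultures against 3 controls; photosystem I values under PVC run from −1.09 to −2.13.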

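Under HDPE leachate *pcbD* (RS06570, 1181364–1182422), encoding a chlorophyll-binding antenna protein, fell by 4.03 ± 0.44, from 3229 ± 1677 to 197 ± 40.8 CPM (edgeR adjusted p = 4.8e-04, n = 3 cultures per group). Of 16 photosystem II subunit genes 0 passed in edgeR, where 10 had an unadjusted p under 0.05. Values were above zero for 4 and below for 12. The PsbF-like gene RS06075 (1091505–1091801) had the lowest value, −1.97 ± 0.58, from 10.6 ± 5.64 to 2.74 ± 1.12 CPM (adjusted p = 0.0349). *psbK* (RS01385) had −0.90 ± 0.30, *psbT* −0.70 ± 0.19, *psbJ* −0.51 ± 0.22, *psbB* −0.47 ± 0.20 and *psbO* −0.38 ± 0.19 (adjusted p = 0.0510, 0.0257, 0.119, 0.125 and 0.167). The *psbA* copies RS01135 (217578–218660) and RS05900 (1058239–1059321), encoding the D1 reaction centre protein, had 0.83 ± 0.23 and 0.84 ± 0.23 (adjusted p = 0.0257 each). Copy RS01135 went from 126710 ± 16500 to 225984 ± 40680 CPM. The copies have nearly equal counts, so they are probably 1 measurement.

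With DESeq2, 3 photosystem II genes passed as higher and 1 as lower, among them both *psbA* copies (adjusted p = 2.1e-04) and *psbT* (0.00199). With total-count scaling 2 were higher and 8 lower. The list as a whole had median −0.36 (camera adjusted p = 0.214), and 0 were called when adjusted over the list alone. Of 10 photosystem I genes 0 passed in edgeR, 4 had an unadjusted p under 0.05, and all had values below zero (median −0.30, camera adjusted p = 0.0280). *psaL* had −0.55 ± 0.17 (adjusted p = 0.0405). DESeq2 called 1 of them and total-count scaling 7. Of 4 cytochrome b6-f genes (median −0.13) and 5 chlorophyll synthesis genes (median −0.36) 0 passed in edgeR, and 0 and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 2 chlorophyll genes were lower. Members of these lists were named from the study's own calls, so neither counts nor camera values are independent evidence. Without HDPE 3, *psbT* passed (adjusted p = 0.00278). With PVC rather than HDPE, 9 photosystem I genes were lower (median difference −1.17, camera adjusted p = 1.2e-07, or 0.533 with an estimated correlation), *psaF* by 1.83 ± 0.18 (edgeR adjusted p = 1.2e-04). The *psaE* call was lost with total-count scaling (edgeR adjusted p = 0.0543) and the *psaA* call without HDPE 1 or PVC 3 (up to 0.0175). That of *psaB* was lost with total-count scaling, 6 libraries alone, the replicate block, and without HDPE 1, HDPE 3, PVC 1, PVC 2 or PVC 3 (up to 0.0322).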

In response to both PVC and HDPE plastic leachate treatments, genes implicated in photosystem repair (Psb28, reported to be involved in PSII repair mechanisms in cyanobacteria^23^ and PsbN, involved in repair from photoinhibition in higher plants^24^) were substantially upregulated.

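Psb28 (RS04470, 807608–807961), an assembly and repair factor of photosystem II, rose under PVC by 1.38 ± 0.23, from 158 ± 25.5 to 412 ± 121 CPM (edgeR adjusted p = 0.00101, n = 3 cultures per group). Under HDPE it had 0.93 ± 0.23, at 301 ± 66.3 CPM (adjusted p = 0.0184). *psbN* (RS01280, 242760–242912) had 1.18 ± 0.33 under HDPE and 1.24 ± 0.33 under PVC, from 32.2 ± 9.57 CPM to 72.8 ± 27.8 and 76.2 ± 26.3 (adjusted p = 0.0307 and 0.0132). It lies next to *psbH* (242479–242679), whose HDPE value was −0.00 ± 0.14. The assembly factor gene *ycf48* (RS01510, 285106–286122) rose under PVC by 0.55 ± 0.12 (adjusted p = 0.00378). For PVC against HDPE, Psb28 and *psbN* had 0.45 and 0.07 (adjusted p = 0.140 and 0.886).

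Of 4 repair and assembly genes 0 passed in edgeR under HDPE, 2 had an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone (median 0.52, camera adjusted p = 0.214). DESeq2 called the same 2, Psb28 (adjusted p = 0.00116) and *psbN* (0.00293). Under PVC 2 rose and 2 did not pass, or 3 higher when adjusted over the list alone (median 1.17, camera adjusted p = 0.0235). The members were named from the study's own calls, so neither counts nor camera values are independent evidence. The PVC call of *ycf48* was lost without control 1, control 2, control 3, PVC 1 or PVC 3 (adjusted p = 0.0251, 0.0143, 0.0120, 0.0179 and 0.0238). *psbN* passed without HDPE 3 in the HDPE comparison. In the PVC comparison it passed with DESeq2 (adjusted p = 8.5e-04), total-count scaling (0.00193), 6 libraries alone (0.00748) and without PVC 2.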

The MIT9312 leachate transcriptional response also involved altered transcription of a number of transport and cell wall/membrane associated genes (Fig. 3, Supplementary Data 3). In both PVC and HDPE experiments, genes encoding putative multidrug efflux ABC transporter (PMT9312_RS04330) and tetracycline resistance major facilitator superfamily efflux pump showed significantly higher transcription in leachate exposed cultures relative to the control. 

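The ABC transporter gene RS04330 (781100–782845), annotated as a multidrug exporter, rose by 1.03 ± 0.17 under HDPE and 1.52 ± 0.17 under PVC, from 52.5 ± 8.67 CPM to 107 ± 7.30 and 150 ± 32.5 (edgeR adjusted p = 0.00301 and 1.4e-04, n = 3 cultures per group). The tetracycline efflux pump gene RS09215 (1680413–1681681) rose by 0.75 ± 0.12 and 0.87 ± 0.12, from 26.2 ± 1.48 CPM to 44.2 ± 1.71 and 47.9 ± 6.50 (adjusted p = 0.00200 and 2.9e-04). Another transporter gene of the efflux list, PMT9312_RS03720 (674969–676228), had 0.63 ± 0.15 under HDPE and −0.50 ± 0.15 under PVC (adjusted p = 0.0165 and 0.0233).

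Of 6 efflux genes, 2 rose and 4 did not pass under each leachate (median 0.30 under HDPE and 0.72 under PVC, camera adjusted p = 0.118 and 0.0514). When adjusted over the list alone, 3 were higher under HDPE and 2 under PVC. They were named from the study's own calls, so neither counts nor camera values are independent evidence. The HDPE call of RS04330 was lost without control 1, control 2 or HDPE 1 (adjusted p = 0.0173, 0.0206 and 0.0135). That of RS09215 was lost with total-count scaling (0.38, adjusted p = 0.0959) and without control 1, control 2 or HDPE 2 (0.0104, 0.0206 and 0.0103).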

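With PVC rather than HDPE leachate, RS04330 was higher by 0.49 ± 0.17 (edgeR adjusted p = 0.0449) and RS09215 by 0.12 ± 0.12 (adjusted p = 0.445). Neither difference passed (n = 3 cultures per group). Among the 6 efflux genes, 1 was lower with PVC than with HDPE, RS03720, by 1.13. The others did not pass (list median 0.58, camera adjusted p = 0.343).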

In both instances, fold changes were higher for PVC leachate exposure than HDPE. In contrast to the efflux-associated genes, a number of other transporters showed differentially reduced transcription under leachate exposure conditions. 

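Under HDPE leachate the porin gene RS06535 (PMT9312_RS06535, 1176075–1177388), encoding an outer membrane channel, fell by 4.85 ± 0.54, from 19132 ± 10820 to 662 ± 302 CPM (edgeR adjusted p = 4.8e-04, n = 3 cultures per group). The iron ABC transporter substrate-binding gene RS06520 (1173901–1174923), whose protein captures iron for uptake, fell by 2.49 ± 0.33, from 377 ± 179 to 67.1 ± 12.4 CPM (adjusted p = 8.8e-04). A few genes further on, the flavodoxin gene RS06575 (1182568–1183092), an electron carrier that replaces ferredoxin when iron is short, fell by 2.70 ± 0.36, from 979 ± 473 to 150 ± 34.8 CPM (adjusted p = 8.6e-04). Under PVC these genes had −0.49 ± 0.46, 0.48 ± 0.31 and 0.36 ± 0.33 (adjusted p = 0.434, 0.253 and 0.418). With PVC rather than HDPE they were higher by 4.37 ± 0.53, 2.97 ± 0.34 and 3.07 ± 0.36 (adjusted p = 4.7e-04, 3.4e-04 and 4.4e-04). The metal ABC permease gene RS03095 (567524–568399) had −0.79 ± 0.20 under HDPE (adjusted p = 0.0188) and −0.66 ± 0.19 under PVC (adjusted p = 0.0199). DESeq2 called RS03095 under both leachates, and the gene passed in edgeR without HDPE 3 and without PVC 2.

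Ferritin (RS04160, 755097–755651), which stores iron, rose under HDPE by 0.90 ± 0.14, from 742 ± 51.6 to 1389 ± 192 CPM (adjusted p = 0.00191). Of 7 genes of iron, manganese and zinc uptake, 1 rose, 3 fell and 3 did not pass under HDPE (median −0.73, camera adjusted p = 0.00238, or 0.333 with an estimated correlation). Adjusted over the list alone, 1 was higher and 6 lower. Under PVC 2 fell and 5 did not pass, or 1 higher and 4 lower when adjusted over the list alone (median −0.47, camera adjusted p = 0.167). Of 4 porin genes 1 fell and 3 did not pass under HDPE, with median 0.02 but mean −1.10, as RS06535 alone fell (camera adjusted p = 0.489). Members of both lists were named from the study's own calls, so neither counts nor camera values are independent evidence. The ferritin call was lost with total-count scaling (adjusted p = 0.0256) and without control 1, control 2 or control 3 (0.0113, 0.0166 and 0.0101).

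**Figure D3:**
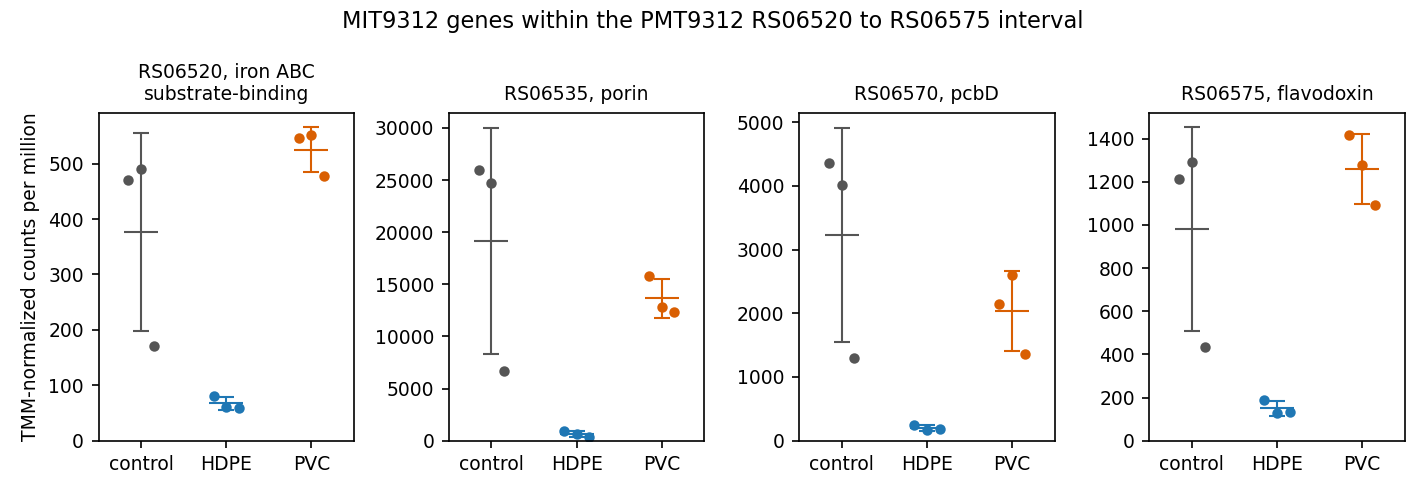
TMM-normalized CPM (vertical axis, from zero) in each library of 4 MIT9312 genes, for control, HDPE and PVC cultures, with mean ± SD of n = 3. Control 3 lies below the other controls, and the porin gene RS06535 averages 662 under HDPE against 19132 in controls.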

HDPE leachate exposure resulted in reduced transcription of an iron ABC transporter substrate-binding protein PMT9312_RS06520, metal ABC transporter permease PMT9312_RS03095 and porin PMT9312_RS06535 relative to the no leachate control. PVC leachate exposure resulted in a relative reduction in transcription of a different set of genes which may also be associated with metal transport: a putative manganese ABC transporter PMT9312_RS03085-90, cation:proton antiporter PMT9312_RS08725 and anion transporter PMT9312_RS01090. 

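Under PVC leachate the metal ABC transporter genes RS03085 (565835–566743) and RS03090 (566747–567511), annotated for manganese uptake, fell by 1.13 ± 0.10 and 1.22 ± 0.17, from 82.2 ± 3.36 to 37.6 ± 0.844 CPM and from 69.6 ± 4.17 to 29.9 ± 3.90 CPM (edgeR adjusted p = 4.2e-05 and 3.6e-04, n = 3 cultures per group). The cation:proton antiporter gene RS08725 (1580651–1582018), which exchanges ions across the membrane, fell by 1.19 ± 0.15, from 831 ± 126 to 365 ± 11.6 CPM (adjusted p = 2.1e-04). The anion transporter gene RS01090 (207820–209472) fell by 1.02 ± 0.17, from 3023 ± 253 to 1493 ± 173 CPM (adjusted p = 0.00116).

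Under HDPE, RS03085 fell as well, by 0.73 ± 0.10 to 49.5 ± 5.15 CPM (adjusted p = 0.00110). RS03090, RS08725 and RS01090 had −0.63 ± 0.17, −0.35 ± 0.15 and −0.62 ± 0.17 (adjusted p = 0.0255, 0.105 and 0.0297). DESeq2 called RS03090 and RS01090 under HDPE. With PVC rather than HDPE, RS08725 was lower by 0.83 ± 0.15 (adjusted p = 0.00236), and RS03085, RS03090 and RS01090 had −0.40, −0.60 and −0.40 (adjusted p = 0.0131, 0.0208 and 0.0888). That call for RS08725 was lost without HDPE 1 (adjusted p = 0.0109) and with total-count scaling (−0.40, 0.0387).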

A number of genes within the cell wall/membrane biogenesis functional category also showed strong reductions in transcription under leachate exposure conditions which may also affect movement of substances into and out of the cell.

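Under PVC leachate 7 of 13 cell wall and envelope genes fell, 1 rose and 5 did not pass (median −0.74). The glycosyl transferase gene RS09300 (1699208–1700617), which adds sugars to surface polymers, fell by 1.35 ± 0.26, from 200 ± 29.8 to 78.8 ± 15.2 CPM (edgeR adjusted p = 0.00216, n = 3 cultures per group). The sugar-nucleotide gene RS06800 (GDP-mannose dehydratase, 1227408–1228511) fell by 0.99 ± 0.12 (adjusted p = 2.1e-04). The glycosyltransferase gene RS08310 was the member that rose, by 0.57 ± 0.10 (adjusted p = 0.00159). Under HDPE 1 of the 13 fell, 1 rose and 11 did not pass (median −0.27). The rod shape-determining gene RS08845 (1603004–1604056), which guides wall growth, rose by 0.62 ± 0.11 (adjusted p = 0.00434) and the glycosyl transferase gene RS09065 fell by 0.59 ± 0.11 (adjusted p = 0.00572). The latter fell under PVC too, by 0.74 ± 0.11 (adjusted p = 4.9e-04).

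The list had camera adjusted p = 0.0149 under PVC and 0.242 under HDPE. Adjusted over the list alone, 1 was higher and 8 lower under PVC, and 1 higher and 2 lower under HDPE. As these members come from the study's own calls, neither counts nor camera values are independent evidence. Under HDPE no member passed without control 1, control 2, control 3, HDPE 1 or HDPE 2, where the edgeR adjusted p of RS09065 reached 0.0295. That of RS08845 reached 0.244 over all fits that lost its call, which included total-count scaling and 6 libraries alone. With total-count scaling 4 genes fell and 0 rose under each leachate.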

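In NATL2A the mannose-1-phosphate guanyltransferase gene PMN2A_RS00990 (192078–193256), whose enzyme makes activated sugar for the cell surface, fell by 0.80 ± 0.09 under PVC leachate, from 147 ± 11.5 to 84.9 ± 2.98 CPM (edgeR adjusted p = 0.00605, n = 3 cultures per group). It was 1 of 3 NATL2A genes that passed, all lower under PVC. Under HDPE its value was −0.37 ± 0.09 (adjusted p = 0.226). The urea transporter gene *urtB* (RS08470, 1541399–1542556) had the lowest adjusted p of the nitrogen genes under HDPE without the block, at −0.59 ± 0.10 (adjusted p = 0.0847). With the replicate block in fits of control and HDPE alone, chosen after the first results, *urtB* passed (edgeR adjusted p = 0.00153, DESeq2 2.9e-09). In these fits *urtA* had the lowest edgeR adjusted p of the nitrogen genes (3.3e-06), and DESeq2 called RS00990. The PVC call for RS00990 did not hold with total-count scaling (edgeR adjusted p = 0.103), with 6 libraries alone (0.0442) or with the replicate number as a block (0.0117). It was lost too without control 2, control 3, PVC 1, PVC 2 or PVC 3 (0.0334, 0.0284, 0.0655, 0.0132 and 0.0195).

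Genes that passed made up 0% of the NATL2A genes tested under HDPE and 0.155% under PVC, against 5.90% and 24.1% in MIT9312. Fits of control and HDPE alone with the replicate block were chosen after the first results. They called 73 NATL2A and 68 MIT9312 genes with edgeR, and 159 and 177 with DESeq2. In MIT9312, same-numbered control and HDPE libraries did not deviate together (residual correlations −0.515, 0.0325 and −0.0492). Without the block, fits of these MIT9312 libraries called 81 genes with edgeR and 280 with DESeq2. Against these, the blocked NATL2A counts come close in edgeR but not in DESeq2. How far the HDPE gap depends on the block thus stays open. Averaged over the groups, the scatter between cultures was alike, with a biological coefficient of variation of 0.172 in NATL2A and 0.166 in MIT9312. The spread of log2 fold changes beyond their standard errors was smaller in NATL2A. Its SD was 0.20 under either leachate, against 0.55 (HDPE) and 0.77 (PVC) in MIT9312. Replicate 2 of the NATL2A PVC cultures stood apart from replicates 1 and 3 on the first principal component (12.5 against −7.86 and −12.6), which carried 39.1% of the variance. Replicate 2 also had the highest value among the controls (6.47 against −3.78 and 2.52) and the HDPE cultures (5.37 against −2.88 and 0.26).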

In NATL2A, far fewer genes were significantly differentially transcribed. 

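The NATL2A genes that passed here all carry a product name: the sugar transferase gene RS07615, the porin gene RS02250 and the mannose-1-phosphate guanyltransferase gene RS00990, each lower under PVC leachate (edgeR, n = 3 cultures per group). No gene annotated as hypothetical passed under either leachate in edgeR. Blocked fits of the 6 control and HDPE libraries, chosen after the first results, called 12 higher and 12 lower with edgeR, and 17 and 17 with DESeq2. Only 167 genes could be counted as hypothetical, as product names came from genes the study called in either strain, so unnamed genes are missed. Of the 176 NATL2A genes in Supplementary Data 4, which the study called on these samples, 69 are annotated as hypothetical.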

Of the genes that did show a strong transcriptional response to plastic leachate exposure, many are annotated as hypothetical proteins and do not have functions ascribed (Supplementary Data 4). Within the functionally annotated set of strongly differentially transcribed genes were a number of putative regulators that showed transcriptional increases in leachate exposed cultures (Supplementary Table 1). DNA-binding response regulator PMN2A_RS05195 increased under HDPE exposure, whereas GntR family transcriptional regulator PMN2A_RS09350 increased under PVC exposure, indicating that regulation of the leachate exposure response may be mediated by different genes in each strain (Supplementary Table 1). 

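Under HDPE leachate the response regulator gene PMN2A_RS05195 (969669–970406), whose protein binds DNA when phosphorylated, went from 14.0 ± 2.10 to 29.8 ± 3.46 CPM, a log2 fold change of 1.09 ± 0.14 (edgeR adjusted p = 0.0410, n = 3 cultures per group). Under PVC it had −0.03 ± 0.14. The GntR family regulator gene RS09350 (1702489–1703478), a metabolite-sensing repressor family, went from 229 ± 20.4 to 452 ± 73.2 CPM under PVC, 0.98 ± 0.13 (adjusted p = 0.0137), and had 0.35 ± 0.13 under HDPE (adjusted p = 0.402). DESeq2 called RS05195 under HDPE (adjusted p = 1.0e-07) and RS09350 under PVC (1.1e-08). For PVC against HDPE, RS05195 had −1.12 ± 0.14 and RS09350 0.63 (adjusted p = 0.0114 and 0.174). The NmrA family regulator gene RS04925 had 0.17 ± 0.39 under HDPE and 0.62 ± 0.39 under PVC (adjusted p = 0.909 and 0.709).

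Of 23 NATL2A sigma factor and regulator genes, 0 passed in edgeR under either leachate, and 5 under HDPE and 3 under PVC had an unadjusted p under 0.05. In fits of the control and HDPE libraries with the replicate block, chosen after the first results, edgeR called 2 as higher and 2 as lower under HDPE, RS05195 and *ntcA* among them, and DESeq2 called 4 and 2. With adjustment over the list alone, RS05195 was higher under HDPE and RS09350 under PVC. The list had medians 0.11 and −0.00 (camera adjusted p = 0.396 and 0.481). In the strain comparison the MIT9312 homolog of RS05195, RS03685, responded to HDPE by 1.15 less (edgeR interaction, adjusted p = 0.00215). From these regulators the paper proposes that the response to leachate may be controlled by different genes in each strain.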

Other significant transcriptional changes observed in NATL2A include reduced transcription of genes involved with nitrogen metabolism under HDPE leachate exposure with substantial decreases observed for genes encoding a ferredoxin-nitrite reductase, nitrite transporter, urea ABC transporter substrate-binding protein (PMN2A_RS09785, RS09790, RS08475) as well as the global nitrogen regulator NtcA (RS01460). 

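Under HDPE leachate the urea transporter gene *urtA* (RS08475, 1542633–1543910), whose protein captures urea, had −2.32 ± 0.51, from 1899 ± 355 to 380 ± 79.7 CPM (edgeR adjusted p = 0.217, n = 3 cultures per group). Ferredoxin-nitrite reductase (RS09785, 1805411–1807072), which turns nitrite into ammonium, had −2.39 ± 0.71, from 176 ± 59.8 to 33.5 ± 19.1 CPM (adjusted p = 0.311), and the nitrite transporter gene RS09790 (1807338–1808228) −1.98 ± 0.53, from 327 ± 99.2 to 83.0 ± 34.1 CPM (adjusted p = 0.269). The nitrogen regulator gene *ntcA* (RS01460, 283254–283985) had −0.99 ± 0.30, from 204 ± 22.4 to 103 ± 22.8 CPM (adjusted p = 0.314). Of these and the other nitrogen genes 0 passed in edgeR, where 11 had an unadjusted p under 0.05. DESeq2 called 3, *urtA* among them (adjusted p = 1.8e-04), and edgeR with 6 libraries alone called *urtA* (0.00622).

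Of 17 nitrogen uptake and assimilation genes measured, 16 had negative values (median −0.40, mean −0.75). In camera the list was lower (adjusted p = 1.4e-10, or 0.0170 with an estimated correlation). A single member was lower when adjusted over the list alone. Of its members 10 come from Supplementary Data 4, whose genes were called on these samples. Under PVC the list had median −0.06 (camera adjusted p = 0.478), or 0.05 without PVC 2, and *ntcA*, RS08475, RS09785 and RS09790 had −0.20, −0.32, −0.35 and −0.28. With PVC rather than HDPE all 17 had positive values (median 0.35, camera adjusted p = 2.5e-10, or 0.0193 with an estimated correlation). Control and HDPE libraries of the same number deviated together in NATL2A (residual correlations 0.455, 0.597 and 0.521), as paired cultures would. In MIT9312 they did not (−0.515, 0.0325 and −0.0492), so whether replicate numbers mark paired cultures stays open. Fits of these 6 libraries with the replicate block, chosen after the first results, called 7 of the 17 genes as lower with edgeR and 9 with DESeq2. In the edgeR fit *urtA*, RS09785, RS09790 and *ntcA* had −2.33, −2.50, −2.03 and −1.01 (adjusted p = 3.3e-06, 1.9e-04, 3.0e-05 and 5.3e-04).

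**Figure D4:**
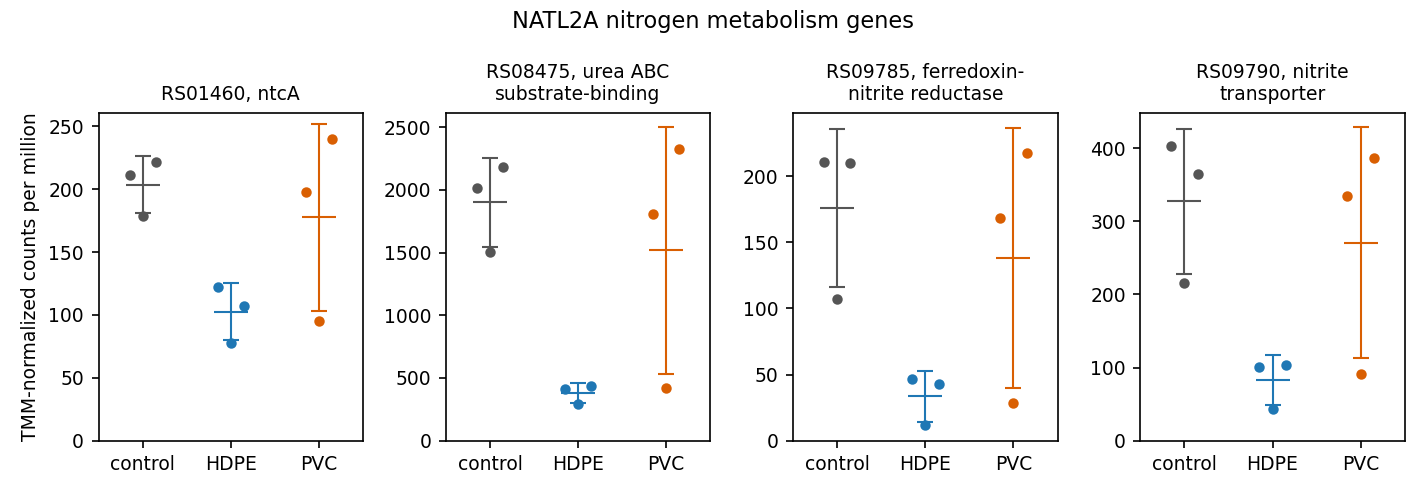
TMM-normalized CPM (vertical axis, from zero) in each NATL2A library of *ntcA* and 3 other nitrogen genes, for control, HDPE and PVC cultures, with mean ± SD of n = 3. HDPE cultures lie below controls, for *urtA* 380 against 1899, while PVC cultures scatter widely.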

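Under PVC leachate the sugar transferase gene PMN2A_RS07615 (1389047–1389799), which joins sugars into surface polymers, fell by 2.00 ± 0.16, from 32.5 ± 6.12 to 8.12 ± 0.234 CPM (edgeR adjusted p = 6.8e-04, n = 3 cultures per group). The porin gene RS02250 (423504–424502), encoding an abundant outer membrane channel, fell by 2.23 ± 0.26, from 16510 ± 2972 to 3526 ± 1162 CPM (adjusted p = 0.00605). Under HDPE they had −0.62 ± 0.15 and −0.00 ± 0.25 (adjusted p = 0.226 and 0.998). Against HDPE, both were lower under PVC, by 1.38 and 2.22 (adjusted p = 0.00918 each). That call for RS07615 was lost with total-count scaling, with 6 libraries alone and with each HDPE or PVC library left out in turn (edgeR adjusted p up to 0.104). For RS02250 it was lost with 6 libraries alone, the replicate block, and without HDPE 1, HDPE 2, HDPE 3, PVC 1 or PVC 2 (up to 0.0626). The other porin gene measured, RS07060, had −1.05 ± 0.39 under PVC (adjusted p = 0.590).

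Of 28 NATL2A cell wall and envelope genes, 2 fell and 26 did not pass under PVC, and the same 2 fell when adjusted over the list alone (median −0.04, camera adjusted p = 0.116). The RS07615 call was lost with 6 libraries alone (adjusted p = 0.0117) and without PVC 1 (0.0132). The RS02250 call was lost with 6 libraries alone (0.0444), with the replicate number as a block (0.0140) and without control 1, control 2, control 3, PVC 1 or PVC 2 (0.0124, 0.0334, 0.0284, 0.0303 and 0.0132).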

PVC leachate exposure impacted transcription of genes associate with cell wall/membrane biogenesis and transport, such as sugar transferase (PMN2A_RS07615) and a porin (PMN2A_RS02250).

### Leachates are a mixture of organic and inorganic substances

Exploratory analyses were performed on the HDPE and PVC leachates to investigate their composition and attempt to determine possible contributors to the observed growth and transcriptomic impacts. Untargeted Liquid Chromatography–Mass Spectrometry (LC–MS) analysis of the organics in the leachates indicated that the plastic leachates contained a complex mixture of organic components, whilst not identifying specific compounds. The HDPE and PVC leachates contained 5877 and 10658 components, respectively, that were absent or observed at substantially lower levels in the AMP1 media. Of these, 5799 were observed in the leachates from both plastics, with PVC leaching a number of additional components. Many components also appeared to be more highly abundant in the PVC leachate compared to either the HDPE leachate or the basal AMP1 media (Supplementary Fig. 1).

Although the broad chemical screening applied did not allow identification of individual chemical species, library searches of the mzCloud mass spectral database and Compound Discoverer Extractables and Leachables mass list were performed. The most highly enriched leachate components had no matches in either database. Database matches (tentative identifications) were obtained for a relatively small number of strongly enriched (log_2_ fold > 2) components in the PVC and HDPE leachate (168 and 53, respectively, Supplementary Data 5).

Leachate elemental composition analyses conducted using Inductively Coupled Plasma–Optical Emission Spectrometry and Mass Spectrometry (ICP–OES and ICP-MS) identified elements enriched in leachates relative to basal medium. Zinc (Zn) was observed at higher concentrations in HDPE leachate than AMP1 basal medium (~31X). HDPE leachate also contained manganese and nickel at concentrations above the method detection limit (MDL), whereas levels in the control were below this level, indicating that these are also enriched to some degree in these leachates.

In the PVC leachate Zn was highly enriched (~564X) relative to basal media, and strontium levels were also enriched (~7X higher than basal media) (Supplementary Table 2). Copper was also measured at levels above the method detection limit (MDL) in the PVC leachate sample but was below this limit in the control suggesting some degree of enrichment.

## Discussion

Here we report that exposure to leachate from two common plastic items, HDPE bags and PVC matting is linked to significant impairment of *Prochlorococcus* in vitro growth and photosynthetic capacity. From this study, it is clear that different plastics vary considerably in their potential toxicity, consistent with what has been observed in previous eukaryote focused studies^5^. Exposure to PVC leachates affected *Prochlorococcus* to a greater degree than HDPE leachates, reflected in considerably less PVC leachate required to negatively affect *Prochlorococcus* growth and photophysiological responses. This was consistent with the exploratory chemical analysis of these leachates, which indicated that the PVC matting leached a larger variety and abundance of organic substances, as well as notably higher levels of Zn than the tested HDPE bags. PVC manufacture is reported to use a relatively larger proportion of various additives, including plasticisers (for example, phthalates), heat stabilisers (based on Pb, Sn, Ba, Cd and Zn compounds) and biocides than other plastic types^6^.

Although this study did not identify the organic substances contained within the plastic leachates, marine *Prochlorococcus* have previously been found to be highly sensitive to other organic pollutants^21,25^. Polar and non-polar organic pollutants, particularly when present as mixtures were found to exert toxic effects on oceanic phytoplankton, with picocyanobacteria *Synechococcus* and *Prochlorococcus* found to be particularly strongly affected^20,25^. Echeveste and colleagues^21^ investigated the toxicity of model Polycyclic Aromatic Hydrocarbons (PAHs) pyrene and phenanthrene to both laboratory cultures and natural communities of phytoplankton. Of the tested culture isolates, *Prochlorococcus* was found to be particularly sensitive to these PAHs, presumably due to their smaller cell size and therefore relatively higher surface area to volume ratio. More recently, Echeveste and colleagues^25^ have shown that complex mixtures of persistent organic pollutants (POPs) concentrated from seawater have greater toxicity than single or simple POP mixtures and that ocean populations of *Prochlorococcus* and *Synechococcus* are particularly strongly affected. It has also been shown that exposure to relatively low levels of organic pollutants influences photosynthesis in *Prochlorococcus*, with decreased transcription of genes encoding RuBisCO large subunit and PSII D1 protein reported in marine populations exposed to non-polar compounds^17^. Although it is unclear if there is any overlap between these organic pollutants tested previously and what might be present in the plastic leachates used in our treatments, these findings do suggest that *Prochlorococcus* are sensitive to at least some organic pollutants. Thus, some part of the response observed for *Prochlorococcus* may be associated with organic substances released by plastic items into the environment.

Elemental characterisation indicated that some metals are also enriched in plastic leachate. Of the examined elements, zinc showed the highest degree of enrichment in both leachates and were particularly high in PVC leachate. Zinc is a known component of many plastic additives, including slip agents, colorants, fillers and heat stabilisers, with the latter used mainly in PVC products^6^. Although to our knowledge there are no published studies looking directly at Zn toxicity in *Prochlorococcus*, such studies have been conducted in *Synechococcus* strains. Exposure of natural populations of closely related marine cyanobacteria *Synechococcus* to a range of Zn concentrations found the highest tested concentration, 713 μg L^−1^, resulted in low-to-moderate growth inhibition^26^. By comparison, the elemental analysis in this study indicates the Zn concentration was ~628 μg L^−1^ for the 10% PVC leachate and ~173 μg L^−1^ for 50% HDPE leachate, the least diluted (highest concentration) treatments tested for each. Freshwater *Synechococcus* sp. IU625 was found to tolerate exposure to 10 mg L^−1^ ZnCl_2_, whereas concentrations of 25 mg L^−1^ reduced growth to ~50% after 7 days exposure^27^. Furthermore, transcriptomic analyses of *Synechococcus* sp. IU625 indicated that the relatively high tolerance exhibited by this strain was largely mediated by membrane modifications and probable Zn efflux back into the environment, as porins, permeases and substrate-binding proteins showed increased transcription following seven days exposure to 10 mg L^−1^ ZnCl_2_. It is important to note, however, that sensitivity to metals varies considerably at the strain level in cyanobacteria and marine cyanobacteria are particularly sensitive^28^, so additional work to look directly at *Prochlorococcus* Zn sensitivity would be required to determine what component of the leachate stress response is linked to the presence of Zn.

The two *Prochlorococcus* strains in this study showed different growth and photophysiology responses to both leachates, but particularly for PVC leachate. HLII ecotype *Prochlorococcus* MIT9312 responded more rapidly to all leachates. The transcriptomic responses of MIT9312 to short-term leachate exposure also involved considerably more genes and different global regulatory genes than LLI ecotype NATL2A. This implies that distinct regulatory networks are co-opted in each strain in response to leachate exposure, which may have contributed to the observed differences in physiological response. Similarly, distinct responses have been observed in previous studies comparing the transcriptomic responses of different *Prochlorococcus* strains to environmental perturbations. For example, only four of more than 1000 orthologs were differentially expressed in *Prochloroccoccus* MED4 (HLI ecotype) and MIT9313 (LLIV ecotype) in response to low iron availability^29^. 

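Among 510 homologous gene pairs, the response to HDPE leachate differed between strains for 39 (18 higher and 21 lower in MIT9312) and the response to PVC leachate for 218 (97 higher, 121 lower; edgeR interaction test, n = 3 cultures per group and strain). The *urtA* pair (PMT9312_RS04250 and PMN2A_RS08475) differed by 2.64 ± 0.28 under HDPE (adjusted p = 7.8e-05), as its value was 0.32 in MIT9312 and −2.32 in NATL2A. The Pcb antenna pair of *pcbD* differed by −3.91 ± 0.52 (adjusted p = 5.6e-04). Pairs were taken only where the MIT9312 gene was in Supplementary Data 3, so MIT9312 responses are over-represented.

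Of the 308 pairs that passed in MIT9312 under PVC, 191 differed between strains and 184 had the same sign in both. Under HDPE 27 of 71 differed and 47 had the same sign. Across all pairs, log2 fold changes correlated weakly between strains (Pearson r 0.275 for HDPE and 0.258 for PVC), and their SD was 0.71 against 0.28 under HDPE and 0.97 against 0.25 under PVC. Regulator genes differed too. In MIT9312 the regulator RS06030 rose under both leachates, while in NATL2A no regulator passed in edgeR without the replicate block and DESeq2 called RS05195 under HDPE and RS09350 under PVC. The HDPE count of 39 ranged from 11 to 113 as single libraries were left out, and was 81 with DESeq2. The PVC count of 218 fell to 139 without control 2 of MIT9312 and to 135 without its PVC 3. Of 100 splits of the libraries within strains, 5 gave as many pairs for each leachate. The strains were also grown at different light levels. From the larger number of genes and the different regulators it found in MIT9312, the paper reasons that each strain uses its own regulatory network in response to leachate.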

Given that differences were observed in the degree of sensitivity of *Prochlorococcus* strains to plastic leachates and that each mounted a distinct transcriptomic response, we suggest that leachate exposure will affect some photosynthetic marine organisms to a greater extent than others, and thus potentially influence microbial community composition.

It is not possible to equate our laboratory experiments with a specific concentration of plastic in the ocean, but it is clear that marine organisms, including *Prochlorococcus*, will increasingly encounter plastic particles in their environment. There are estimated to be ~1.8 trillion plastic pieces within the 1.6 million km^2^ ‘Great Pacific Garbage Patch’ region of the North Pacific Subtropical Gyre (NPSG)^3^, where *Prochlorococcus* is the most abundant phototroph, reaching 10^8^ cells L^−1^ in the surface mixed layer^14,15^. Current trends indicate mismanaged plastic waste will increase up to 10-fold over the next ten years^4^, suggesting that the marine plastic burden and its ecological impact will continue to escalate. There is recent evidence that plastic leachates can be a source of dissolved organic carbon and promote growth of some heterotrophic marine microbes in vitro^13^. However, our results indicate that some concentrations of leachates from common plastic items also have the capacity to impair functioning of photosynthesis in *Prochlorococcus* and may adversely affect other important marine bacteria. This in vitro study provides an important preliminary step in understanding how ecologically significant photosynthetic bacteria respond to plastic leachates. By considering the effects of marine plastic pollution on key marine microbes, we have the potential to develop improved risk assessment frameworks addressing this burgeoning global issue.

## Methods

### Cell culturing conditions

*Prochlorococcus* MIT9312 from HLII ecotype and NATL2A from LLI ecotype were cultured in acid washed, sterile borosilicate glassware using the artificial seawater medium AMP1, which consists of a base of Turks Island Salt Mix to which macronutrients, trace metals and HEPES buffer are added^30^. Three independent biological replicates were used for all experiments. Before experiments commenced, cells were acclimated at 22 °C in a shaking incubator at 100 rpm with continuous illumination of ~20 µmol photons m^−2^ s^−1^ (NATL2A) and ~40 µmol photons m^−2^ s^−1^ (MIT9312) (Infors HT Multitron). Cell growth was regularly monitored via measurement of in vivo chlorophyll a fluorescence as a proxy for biomass (BMG Pherastar) and via optical density at 750 nm to ensure balanced exponential growth under light and temperature conditions prior to starting each experiment. Acclimated, exponential phase grown cultures were used as the inoculum in all experiments.

### Leachate preparation

Grey plastic grocery bags (HDPE) and textured black and yellow/green plastic matting (PVC) were sourced from local shops for use in this study. Leachate generation procedures were based on methods used in previous leachate toxicity testing studies^9,10^. All plastic items were unused, free of visible dust and were used without washing to test the first leaching. Plastic materials were cut into ~1–2 cm^2^ pieces (Supplementary Fig. 2) using clean, stainless steel scissors and 5 g added to 100 mL of Turks Island Salt Mix^31^ in acid washed, sterile borosilicate flasks, then allowed to leach for five days under the same growth irradiance, temperature and mixing conditions described for cell culturing. In order to obtain sterile, particle free leachate in Turk’s Island Salt Mix following the leaching period, the contents of each flask were filtered through a sterile 0.2 µm filter unit (Corning), that was rinsed first with sterile, ultrapure H_2_O (Millipore). To each volume of filtered leachate, the standard AMP1 macronutrients, trace metals and HEPES buffer were then aseptically added to make HDPE and PVC leachate stocks. For each plastic testing was performed using five leachate dilutions prepared in AMP1. For HDPE vol/vol dilutions of 50, 25, 12.5, 6.25 and 3.125% in AMP1 were used, representing ~25–1.6 mg mL^−1^ (or ~1.45–0.007 pieces per mL of media). For PVC vol/vol dilutions of 10, 2, 1, 0.5 and 0.25% were used, representing ~5–0.125 mg mL^−1^ (or ~0.02–0.0004 pieces per mL of media). The regular AMP1 media served as the 0% leachate control. Subsamples of HDPE and PVC leachate-containing and 0% leachate control AMP1 media were collected in acid washed glass vials for Liquid Chromatography–Mass Spectrometry (LC–MS) and similarly for Inductively Coupled Plasma–Mass Spectrometry (ICP–MS) and Inductively Coupled Plasma–Optical Emission Spectrometry (ICP–OES).

### Flow cytometry

The concentration of *Prochlorococcus* populations in experimental flasks was quantified using a CytoFLEX S flow cytometer and CytExpert software (Beckman Coulter). *Prochlorococcus* cells were identified by chlorophyll fluorescence using blue laser (488 nm) excitation and violet side angle light scattering properties using violet laser (405 nm) excitation. Samples were gated so that only cells with chlorophyll fluorescence intensities indicative of healthy cells were counted (Supplementary Fig. 3). At each time point throughout the experiment 50 µL of cells were collected from each flask into 450 µL sterile, filtered AMP1 media and immediately fixed with paraformaldehyde (final concentration of 1%), incubated in the dark at 4 °C for 1 h, then frozen in −80 °C until later analysis.

### Functional chlorophyll *a* fluorescence measurements

Photochemical efficiency was determined using a Phytoplankton Pulse Amplitude Modified (Phyto-PAM) Fluorometer (Walz GmbH, Effeltrich, Germany), applying the saturation pulse technique^32^. Strain-specific growth light conditions were used to measure light adapted fluorescence yield (F) and a saturation pulse applied to determine maximum light adapted fluorescence yield (*F*_m_′), to calculate the effective quantum yield of photosystem II, Φ_PSII_ (Φ_PSII_ = [*F*_m_′ − *F*]/*F*_m_′)^33^. Three technical replicates were run for each individual biological replicate, and an average of these for each biological replicate was used to calculate the average and standard deviation presented for each time point.

### Oxygen production rate measurements

Oxygen production rates were measured using a fibre optic oxygen sensor (Pyroscience^R^ Firesting O_2,_ Germany) to detect oxygen levels at integrated optical oxygen sensor spots (REDFLASH® indicator) within the respiration vial. A 2-point calibration was performed following the integrated calibration procedure of the Pyroscience software ‘Profix’, measuring 100% oxygen (filtered AMP1 bubbled with ambient air for ~30 min) and 0% oxygen (sodium dithionite added to filtered AMP1) prior to experimental measurements. Three respiration vials were overfilled with experimental subsamples (avoiding any enclosed bubbles when closing the vial) and submerged in a water jacket adjusted to the culture rearing temperature of 22 °C. Oxygen production was recorded using ‘Profix’ during light incubations (100 µmol photons m^−2^ s^−1^ using LED light strips; Ecolamp (Havit Lighting), 46W, cool white), collecting readings for 5 to 10 min after steady rates were observed. Rates were normalised using flow cytometric cell counts for the same culture.

### RNA isolation, sequencing and analysis

Total RNA was extracted from triplicate 50 mL cultures grown in control (AMP1) and leachate-containing media (50% dilution HDPE leachate, 2% dilution PVC leachate) after short-term exposure (90 min for PVC, 120 min for HDPE) using the Qiagen MiRNeasy kit according to the manufacturer’s instructions. RNA samples were depleted of ribosomal RNA using the Ribozero Bacteria kit (Illumina). TruSeq Stranded RNA-Seq libraries were prepared and sequenced using NextSeq500 75 bp SR (Illumina) at the Ramaciotti Centre for Genomics (UNSW, Sydney, Australia). The quality of reads was assessed with FastQC, and EDGE-pro (Estimated Degree of Gene Expression in PROkaryotes) v1.3.1^34^ was used to align reads to genome sequences (NCBI references sequences NC_007577.1 and NC_007335.2 for MIT9312 and NATL2A, respectively). The Subread featurecounts script (v1 in 1.5.2) was used to summarize reads to genomic features^35^ and the R package DESeq2^36^ was used to identify differential expression between control and leachate exposed cultures, applying an adjusted (Benjamin–Hochberg) cutoff of *p* < 0.01 to compile a list of differentially transcribed genes. Raw and analyzed transcriptomic data were submitted to the NCBI GEO database, accession number GSE118155.

### Leachate composition analyses

Leachate samples for elemental composition analyses were acidified with 3.5% nitric acid prior to ICP–OES, and ICP-MS analysis performed on a NexION 300D (Perkin Elmer) instrument at the Mark Wainwright Analytical Centre, UNSW, Sydney Australia. For each of the independent samples, three technical replicates were run, and internal standards were used in each run (Rh, Ir and Te from Choice Analytical, Australia).

Exploratory, untargeted analyses of the organic composition of leachates were performed with high resolution LC–MS/MS using a U3000 UHPLC system interfaced to a Q-Exactive Plus mass spectrometer (ThermoFisher Scientific) at the Mark Wainwright Analytical Centre, UNSW, Sydney Australia. Ten technical replicates were run for each sample (AMP1 only, as a background media ‘blank’, HDPE leachate in AMP1 and PVC leachate in AMP1) to permit statistical analysis of the data. For each replicate 100 µL (in randomized order) was injected onto a Waters BEH C18 UPLC column (100 × 2.1 mm) and chromatographed over 30 min using a linear gradient of 0.1% formic acid in water against acetonitrile at 400 µL min^−1^. Column eluate was directed into the heated electrospray ionisation source of the mass spectrometer. Mass spectra were acquired over the range 100–1100 in positive ion mode approximately every 1 s at a resolution of 60,000. Automated MS/MS analysis was performed on the most intense ions observed in the spectra. Data were interrogated using Compound Discoverer version 2.1 (ThermoFisher Scientific) software. This involved grouping technical replicates for each sample, alignment of chromatograms and correction for retention time drift across analysis, then performing peak detection using the default settings (intensity tolerance of 30 and a signal to noise threshold of 3) (resulting peak data is provided in Supplementary Data 6). To screen for components detected with high confidence in the HDPE and PVC leachates, data was filtered to include only detected peaks that fit all of the following criteria. The coefficient of variation (CV) percentage was ≤ 40 (removing species that showed high variability between technical replicates in all samples). The peak area was significantly different (*p*-value ≤ 0.001) and larger in area (peak area ratio > 5) in the leachate sample compared to the AMP1 blank. Components arising from the media solution or from sample processing were therefore removed from consideration. This set of leachate components were then used in database searches of both the mzcloud online MS/MS library and the Extractables and Leachables mass list database within Compound Discoverer.

### Statistics and reproducibility

For primary growth, photophysiology and transcriptomic experiments three independent biological replicate cultures were acclimated and transfers from each were used as replicates in each experiment. Assays were highly reproducible for all measurements collected and preliminary experiments indicated that this level of replication provided minimal variability between replicates allowing robust statistical analysis. All growth and photophysiology data were analysed with one-way ANOVA followed by Tukey’s multiple comparison test with 95% confidence intervals using GraphPad Prism 7 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

All data are available in the main text or the Supplementary Information. Sequence data can be downloaded from NCBI GEO database, accession number GSE118155.

# Supplementary material for: Plastic leachates impair growth and oxygen production in Prochlorococcus, the ocean’s most abundant photosynthetic bacteria
**Source:** Commun Biol. 2019 May 14;2:184. doi: 10.1038/s42003-019-0410-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of additional supplementary items

Supplementary Dataset 1. (separate file)

This file contains the source data for Fig. 1 and results of statistical analyses of growth parameters conducted with one-way ANOVA followed by Tukey's multiple comparison tests.

Supplementary Dataset 2. (separate file)

This file contains the source data for Fig. 2 and results of statistical analyses of effective quantum yield of PSII (Φ_{PSII}) and oxygen production rates conducted with one-way ANOVA followed by Tukey's multiple comparison tests.

Supplementary Dataset 3. (separate file)

This file contains a list of the full set of *Prochlorococcus* MIT9312 genes for which significant differential expression was observed following short-term exposure to HDPE or PVC leachate (relative to AMP1 control).

Supplementary Dataset 4. (separate file)

This file contains a list of the full set of *Prochlorococcus* NATL2A genes for which significant differential expression was observed following short-term exposure to HDPE or PVC leachate (relative to AMP1 control).

Supplementary Dataset 5. (separate file)

This file contains the list of database matches for components strongly enriched in PVC and HDPE leachate (50 g/L plastic in AMP1) compared to corresponding control (AMP1) detected by LC-MS/MS.

Supplementary Dataset 6. (separate file)

This file provides the unfiltered peak data from the LC-MS analysis of AMP1, PVC and HDPE leachate chemistry

How the deposited data were processed for this re-analysis (not part of the article)

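Both *Prochlorococcus* strains, MIT9312 and NATL2A, were sampled as control cultures, cultures in 50% HDPE leachate and cultures in 2% PVC leachate, with 3 cultures of each, so 9 libraries per strain and 18 in all. No column of the deposited tables was left out. The deposited values are raw read counts per annotated gene and library: per the paper, the authors depleted ribosomal RNA, sequenced single 75 nt reads, aligned them to the genome of each strain with EDGE-pro 1.3.1 and summarized reads per feature with Subread featureCounts 1.5.2. The authors state no normalization for these tables, and whole numbers summing to between 13728490 and 17250745 per library were found. The strand setting and the treatment of reads that map to several genes are not stated in the article or its supplement. The paper gives exposures of 120 min for HDPE and 90 min for PVC, and the labels 180 min for controls and HDPE and 90 min for PVC. Both were kept on record.

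Gene names for NATL2A came from a RefSeq annotation of that strain, matched by locus tag for 1932 of 1998 features, which gave 533 symbols. Supplementary Data 4 gave names for 176 genes, and 327 NATL2A genes were named only through the product of their MIT9312 homolog. With all sources, 994 NATL2A genes had some name. For MIT9312, with 1870 features, the only names used were the 689 products of Supplementary Data 3, and all coordinates of MIT9312 genes are from that file. Coordinates of NATL2A genes are from the RefSeq annotation, or from Supplementary Data 4 where no match was found. In NATL2A, 41 ribosomal and transfer RNA features, with 3.29 to 6.60% of the counts, were left out of library sizes and tests. None could be identified in MIT9312. Homologs were paired through the NATL2A protein that Supplementary Data 3 gives for a MIT9312 gene, which gave 514 pairs with 1 partner each, of which 510 could be tested.

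Analysis was done in R 4.3.3 and Python 3.11.15 with pandas 2.3.3. For each strain, genes were filtered with filterByExpr of edgeR 4.0.16 on the groups, library sizes were scaled by TMM, and 1 quasi-likelihood negative binomial model over the 9 libraries (6 residual degrees of freedom) gave HDPE against control, PVC against control and PVC against HDPE. P values are from quasi-likelihood F tests in edgeR, adjusted by Benjamini–Hochberg over all genes of a comparison. A gene passed at an adjusted p under 0.01, and counts at 0.05 are given as an alternative. Highly responsive genes also had an absolute log2 fold change over 1, as in the paper. With 3 cultures against 3, an exact permutation test cannot give a p below 0.1, and groups that do not overlap arise by chance in 10% of genes. Standard errors are those of the fitted log2 fold changes. CPM values use TMM-scaled library sizes, and a prior count of 2 was added for log2 values in the principal component analysis and the check of replicate numbers.

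Depth is the summed count of a library. Groups of the same strain had similar depth, but TMM factors ran from 0.717 to 1.26 in MIT9312 and from 0.906 to 1.20 in NATL2A, so the depth left for most genes differed more. On average, genes varied between cultures with a biological coefficient of variation of 0.166 in MIT9312 and 0.172 in NATL2A. The median standard error of a log2 fold change was 0.155 in MIT9312 and 0.138 in NATL2A.

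The comparisons, the alternatives, the 26 gene lists and their rules, and the 60 genes followed individually were fixed before the data were examined. Those 60 genes are the genes that the paper's text names or its scheme of responses draws, and the fold changes given for them in the supplementary tables had been seen by then. Lists are defined by words in product names and by gene symbols. The symbol rule of the aminoacyl-tRNA synthetase list was corrected once the tables could be read, since it also took in genes such as *cynS* and *rplS*. Lists of at least 3 measured genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over 22 lists in MIT9312 and 24 in NATL2A. The same test with a correlation estimated from the data is given beside each list that passed. "Adjusted over the list alone" means that p values were adjusted over the members of that list only.

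The covariance and correlations of the responses to both leachates were compared with 20 simulations (seed 20190514) in which no gene changed and both leachates shared their controls. After the results were seen, they were also computed from log2 CPM with 1 control given to one leachate and the other 2 to the other. The strain comparison was an edgeR interaction of strain and leachate over the 510 homologous pairs, with library sizes and TMM factors of the whole strain. Groups were also split in every other way: 10 splits of 3 against 3 for each comparison and 100 for the strain comparison. Whether replicate numbers mark paired cultures was checked by the correlation of residuals of same-numbered libraries, with a minimum of 0.1 in all 3 pairs. Libraries of the same group were compared for duplicates over genes with at least 10 counts, and none were found.

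The alternatives were DESeq2 1.42.0, limma-voom, size factors of DESeq2 within edgeR, upper quartile scaling, total counts alone, TMM without the high-light inducible genes, no filter, a stricter filter (100 counts summed and 10 in each library of a group), ribosomal and transfer RNA kept, thinning to 13728490 counts, only the 6 libraries compared, the replicate number as a block, an adjusted p under 0.05, a 2-fold minimum, and each library left out in turn. Only libraries of the groups compared were left out in turn. A count was taken to differ when it moved by more than 1.5 times. Settings of edgeR and DESeq2 added later are named as such where their results are given.

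The steps were tested on simulated data with 200 changed genes at 1.5-fold, 2-fold and 4-fold, so recovery where few genes change was not tested. In MIT9312, 26.9, 82.1 and 98.5% were recovered for HDPE and 28.4, 83.6 and 98.5% for PVC, and in NATL2A 35.8, 85.1 and 97.0% and 22.4, 91.0 and 98.5%. There was 1 false call among 1613 unchanged genes for each MIT9312 comparison, 0 among 1737 for NATL2A HDPE and 1 among 1738 for NATL2A PVC. The strain comparison first failed this test, as it took library sizes from the homologous pairs alone. With the factors of the whole strain, 98 of 100 pairs changed 4-fold were recovered with 0 false calls. Growth, photophysiology, oxygen and chemical data of the paper were not analysed here, nor were the sequencing reads. 1 cell wall gene is not reported here.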

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

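The tests of variation between cultures and of depth in the first pattern below, every test of the second pattern and the test of shared deviations in the third were chosen after the result was seen. So was the count of splits that keep the real grouping of MIT9312.

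Responses that differed between the strains stood out first. Among homologous pairs, 39 differed under HDPE leachate and 218 under PVC leachate at an adjusted p under 0.01 (edgeR interaction of strain and leachate). Of the MIT9312 genes named in the paper's text or drawn in its scheme of responses, these had a response under HDPE that was lower in MIT9312 than in NATL2A: the porin gene RS06535 (log2 difference −4.09), *pcbD* RS06570 (−3.91), flavodoxin RS06575 (−2.70), the iron transporter gene RS06520 (−2.18), the carboxysome gene RS02840 (−2.10), RS06075 (−2.03), *rbcS* RS02830 (−1.96), *psbK* RS01385 (−1.14) and RS03085 (−0.73). Higher in MIT9312 were the regulator gene RS06030 (2.89), Psb28 RS04470 (1.52) and the efflux gene RS04330 (0.89).

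Under PVC the response was lower in MIT9312 for the photosystem I genes *psaF* RS02410 (−1.92), *psaC* RS08770 (−1.70), *psaJ* RS02405 (−1.69), *psaD* RS08610 (−1.60), *psaK* RS04570 (−1.53), *psaB* RS08315 (−1.10), *psaL* RS08300 (−1.02) and *psaE* RS01725 (−0.93). It was lower too for the cytochrome b6-f genes *petG* RS05505 (−1.45) and *petC* RS02375 (−1.12) and for the photosystem II genes *psbH* RS01275 (−0.92), *psbO* RS01160 (−0.86) and *psbM* RS01635 (−0.82). The transporter genes RS08725 (−1.31), RS03090 (−1.19), RS03085 (−1.04) and RS01090 (−0.97) were also lower. Higher in MIT9312 were RS06030 (3.76), Psb28 RS04470 (1.81), RS04330 (1.31) and the ClpP gene RS03855 (0.61). Of 100 splits of the libraries within strains, 5 gave as many pairs under HDPE and 5 under PVC, with highest other counts of 69 and 299, so the share is not under 0.05 for either. All 5 keep the real grouping of MIT9312, as 10 of the 100 do, and the 90 splits that regroup MIT9312 gave at most 1 and 0 pairs. The pairs hold only MIT9312 genes that the study called under the real grouping, so low counts in regrouped splits were favoured in advance. The split test thus decides neither on the MIT9312 response nor on the difference between strains.

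The other values that stood out concern genes that passed here and are not in Supplementary Data 3. There was 1 under HDPE, RS07210 (PMT9312_RS07210, 0.80 ± 0.16, edgeR adjusted p = 0.00667), and there were 30 under PVC. The largest PVC value was that of PMT9312_RS05855 (−1.25 ± 0.30, adjusted p = 0.00768). No product name was used for these genes, so what they do stays open.

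For the comparisons within a strain, 10 splits of 3 against 3 are too few for a share under 0.05. The real count and the highest of the other splits were 107 and 0 for MIT9312 HDPE, 437 and 0 for MIT9312 PVC, 299 and 2 for MIT9312 PVC against HDPE, 3 and 0 for NATL2A PVC, and 2 and 0 for NATL2A PVC against HDPE, so 1 of 10 splits, the real one, was as large in each. For NATL2A HDPE the real count was 0, so all 10 splits were as large.

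In fits without the replicate block, fewer genes passed in NATL2A than in MIT9312. Noisier NATL2A cultures on average are argued against by a ratio of the biological coefficients of variation of 1.03. This ratio is pooled over all groups, so it cannot exclude more scatter in single groups, and PVC 2 of NATL2A stood apart. Lower depth is argued against by the 434 MIT9312 genes that still passed under PVC after thinning to the smallest library. Smaller changes in NATL2A cells may explain the difference, as the spread of log2 fold changes beyond their standard errors was at most 0.362 of that in MIT9312. Calls rest on fold changes over standard errors, whose medians were alike (0.138 and 0.155). The smaller spread thus largely restates the lower count. With the block in fits of control and HDPE alone, 73 NATL2A and 68 MIT9312 genes passed under HDPE with edgeR, and 159 and 177 with DESeq2. In MIT9312, same-numbered control and HDPE libraries did not deviate together. Without the block, fits of these MIT9312 libraries called 81 and 280. Against these, the blocked NATL2A counts come close in edgeR but not in DESeq2, so how far the HDPE gap depends on the block stays open. The gap under PVC stays. Whether a later harvest or the same light level would have closed the gap stays open.

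Under HDPE leachate the porin gene RS06535, the iron transporter gene RS06520, *pcbD* RS06570 and flavodoxin RS06575 fell in MIT9312, with a median of −3.37. Control 3 had the lowest values of the controls for all 4 genes, so a median of −3.73 without it was bound to be further from zero and excludes nothing. A few abundant transcripts taking more of the counts are argued against by −3.42, the median of these genes relative to all genes under total-count scaling. A response to HDPE and not to PVC may be a hypothesis, as all 4 were higher with PVC than with HDPE, but by the labels PVC cultures were harvested at another time, so this test cannot tell. Iron supply was not measured in these data, so its part stays open.

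More NATL2A genes passed under HDPE when only control and HDPE libraries were fitted with the replicate number as a block, 159 with DESeq2. Deviations shared by same-numbered control and HDPE cultures may explain this, as the lowest of the 3 residual correlations of same-numbered libraries was 0.455. A fit with few degrees of freedom that calls genes in any split is argued against by the highest count of 0 among the 3 other splits that part all pairs. A real difference between control and HDPE would raise the residual spread in those splits, however. They therefore cannot exclude a fit that is too liberal in the real split. With only 4 splits that part all pairs, chance stays open.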

How the results depend on the processing

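Counts of genes moved a great deal between settings. The settings named here as added were chosen after the first results were seen, and the cause of the movements was not tested.

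Genes changed by HDPE in MIT9312 numbered 107. They were 316 with DESeq2, 166 with upper quartile scaling, 286 with total counts only (31 higher and 255 lower, as the median of all genes moved to −0.39), 393 at an adjusted p under 0.05 and 52 over 2-fold. Added settings gave 280 with DESeq2 on the 6 libraries compared, 177 with a replicate block besides, 316 with shrunken fold changes and 68 with edgeR on 6 libraries with the block. Leaving out a library gave 46 to 282 (46 without control 1, 47 without control 2, 51 without HDPE 1, 58 without HDPE 2, 282 without HDPE 3). Genes changed by PVC in MIT9312 numbered 437, or 701 at 0.05, 179 over 2-fold, 304 with total counts only, and 277 to 404 with a library left out (277 without control 2, 281 without PVC 3). Between the leachates 299 genes differed in MIT9312, or 512 with DESeq2, 470 with total counts only (431 higher, 39 lower, median of all genes 0.45), 169 with only the 6 libraries compared, 664 at 0.05 and 100 over 2-fold. Leaving out a library gave 111 to 383 (118 without HDPE 1, 111 without PVC 3).

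Genes changed by HDPE in NATL2A numbered 0. They were 9 with DESeq2, 1 with only the 6 libraries, 2 with the replicate block and 1 at 0.05. Added settings gave 26 with DESeq2 on 6 libraries, 159 with the block besides, 9 with shrunken fold changes and 73 with edgeR on 6 libraries with the block. Leaving out any single control or HDPE library gave 0. Leaving out single PVC libraries was not run for this comparison. Genes changed by PVC in NATL2A numbered 3, or 14 with DESeq2, 5 with upper quartile scaling, 0 with only the 6 libraries, 1 with the block, 10 at 0.05 and 2 over 2-fold. Added settings gave 13, 14, 14 and 0 in the same order, and leaving out a library gave 0 to 3 (0 without PVC 1, and 1 without control 2, control 3 or PVC 2). Between the leachates 2 genes differed in NATL2A, or 14 with DESeq2, 0 with limma-voom, 0 with upper quartile scaling, 1 with total counts only (median of all genes 0.11), 0 with only the 6 libraries, 4 at 0.05, and 0 to 2 with a library left out.

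Of the gene lists, which in MIT9312 hold only genes the study called on these samples, 5, 7 and 4 passed in MIT9312 for HDPE, PVC and PVC against HDPE, and 2, 1 and 3 in NATL2A. With an estimated correlation 0 passed in each of the 6 comparisons. For PVC against HDPE in MIT9312, 7 passed with total counts only and 2 with the replicate block. In NATL2A the block gave 3 for HDPE, 2 for PVC and 1 for PVC against HDPE. Genes that changed the same way under both leachates in MIT9312 numbered 65, or 171 with DESeq2 and 28 to 47 with a control library left out (28 without control 1, 29 without control 2). In NATL2A they numbered 0, or 1 with DESeq2. The correlation between leachates in NATL2A, 0.543, ranged from 0.510 to 0.665. With controls split between the leachates, an added setting, it was 0.443 to 0.661 in MIT9312 and 0.0796 to 0.452 in NATL2A. Homologous pairs that differed between strains numbered 39 under HDPE, or 81 with DESeq2, 73 with the block, 134 at 0.05 and 11 to 113 with a library left out. Under PVC they numbered 218, or 285, 174, 345 and 135 to 217 (139 without MIT9312 control 2, 135 without MIT9312 PVC 3).

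The replicate number was tested as a pairing of cultures. Residuals of same-numbered libraries correlated in all 3 pairs for control and HDPE in NATL2A (0.455, 0.597 and 0.521). They did so for HDPE and PVC in MIT9312 (0.577, 0.132 and 0.239), so both met the rule set. In MIT9312, however, HDPE 3 and PVC 2 matched each other best. The label codes also number PVC cultures differently from control and HDPE cultures, so pairing with PVC cultures stays open. With the block, 2 genes passed in place of 0 for NATL2A HDPE against control, and 285 in place of 299 for MIT9312 PVC against HDPE. In the other comparisons at least 1 pair fell below 0.1, the lowest being −0.515 for control and HDPE in MIT9312.

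Of 190 results for single genes, taken up because the paper names or lists the gene or because it passed here, 152 passed at an adjusted p under 0.01. With each library of the groups compared left out in turn, 105 kept that call. None of the 190 turned direction. With DESeq2 168 of the 190 kept their status, passed or not passed, and 22 gained a call. With DESeq2 size factors 187 kept theirs and 3 lost a call. With 6 libraries 170 kept their status, 16 lost and 4 gained a call. With the block these were 173, 11 and 6, and with total counts only 143, 29 and 18. Keeping ribosomal and transfer RNA was run for NATL2A only, as none were identified in MIT9312. Other alignment, counting or strand settings were not run, as reads were not used here.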

Differences from the paper's values

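Several counts and fold changes printed by the paper differ from the values found here with edgeR. The settings described as added below were chosen after the values of both were seen, and no cause is named for any difference.

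The paper reports 403 genes changed by HDPE leachate in MIT9312, and 107 were found here. Of the alternatives fixed before the data were examined, DESeq2 (316), total counts only (286) and an adjusted p under 0.05 (393) come within 1.5 times of the paper's count. The others do not: limma-voom 96, DESeq2 size factors 110, upper quartile 166, TMM without high-light inducible genes 106, no filter 110, strict filter 109, 6 libraries 81, replicate block 139, thinned counts 116 and over 2-fold 52. Without HDPE 3 the count was 282, also within 1.5 times, and without any other single control or HDPE library it was 46 to 77. Of the paper's 403 genes, 106 passed here, and 297 did not. With DESeq2, 144 of the 403 were dropped. Added settings gave 280 with DESeq2 on 6 libraries (160 dropped) and 316 with shrunken fold changes (144 dropped). For PVC in MIT9312 the paper's 589 and the 437 found here lie within 1.5 times. Of the 589, 407 passed here, 182 did not, and 8 of these were removed by the low-count filter. With total counts only (304), over 2-fold (179) and any single control or PVC library but PVC 2 left out (277 to 344) the gap is wider than that.

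The paper reports 136 genes changed by HDPE and 66 changed by PVC in NATL2A, and 0 and 3 were found here. No alternative fixed in advance comes within 1.5 times of either. For HDPE, an added DESeq2 fit of 6 libraries with the replicate block gave 159 genes, with 75 of the paper's 136 among them and 61 dropped, and with all features kept it gave 163, with 64 dropped. For PVC the highest added count was 25, with DESeq2 on 9 libraries with the block and all features, and 41 of the paper's 66 were dropped. In all, 13 DESeq2 settings were tried for each MIT9312 comparison and 21 for each NATL2A comparison. Counts ran from 171 to 316 (MIT9312 HDPE), 483 to 612 (MIT9312 PVC), 9 to 163 (NATL2A HDPE) and 13 to 25 (NATL2A PVC), and 10, 13, 5 and 0 of the settings came within 1.5 times of the paper's counts.

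Fold changes of the genes the paper calls have the same sign here for all measured genes (403, 581, 136 and 66), with Pearson correlations of 0.983 (MIT9312 HDPE), 0.996 (MIT9312 PVC), 0.996 (NATL2A HDPE) and 0.994 (NATL2A PVC). For a few named genes the log2 value differs by more than the standard error of the fit. The settings compared next are DESeq2, DESeq2 size factors, total counts only, 6 libraries and the replicate block, each held to its own standard error. For RS06030 the paper's table gives 2.57 under HDPE and 3.71 under PVC, and 3.06 and 4.38 were found here. For HDPE, total counts only (2.66) closes the gap and the other settings of these 5 do not, and for PVC none of them does. For *pcbD* RS06570 under HDPE the paper gives −3.11, against −4.03 here. For RS06075 it gives −1.25, against −1.97, for the porin gene RS06535 −1.42, against −4.85, and for *urtA* RS08475 in NATL2A −1.68, against −2.32. None of the 5 settings closes these. For RS07615 under PVC in NATL2A the paper gives −1.82, against −2.00 here, and DESeq2 (−1.99, standard error 0.190) and total counts only (−1.98, standard error 0.213) come within their error. For the porin gene RS02250 it gives −1.81, against −2.23, and none of the 5 closes the gap. With single libraries left out, and held to the standard error of the full fit, RS06030 came within it under HDPE (without control 1, control 2 or HDPE 1) and under PVC (without PVC 3). So did RS06075 (without control 1 or HDPE 3), RS08475 (without HDPE 2), RS07615 (without control 2, control 3 or PVC 3) and RS02250 (without control 2 or PVC 1). RS06570 and RS06535 came within it in none.

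With shrunken fold changes in DESeq2, an added setting, the 9-library fit gave 2.39 and 3.51 for RS06030, −3.38 for RS06570, −1.14 for RS06075, −3.40 for RS06535, −0.95 for RS08475, −1.64 for RS07615 and −1.62 for RS02250. The 6-library fit gave 2.37 and 3.34 for RS06030, −3.13 for RS06570, −1.38 for RS06075, −2.41 for RS06535, −1.89 for RS08475 and −1.60 for RS02250. In both fits RS06030, RS06570, RS06075 and RS02250 come within the standard error found here of the paper's values, and RS08475 does in the 6-library fit. No setting tried reaches the paper's value for RS06535. In the HDPE comparison of MIT9312 these fits drop 149 and 166 of the paper's 403 genes, and in its PVC comparison 99 and 86 of 589. In NATL2A they drop 125 and 115 of 136 under HDPE and 52 and 53 of 66 under PVC.

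Some genes that the paper calls passed here only under other settings. Under HDPE in MIT9312, DESeq2 called both *psbA* copies, the *ftsH* genes RS01150, RS03860 and RS07025, the *groEL* genes RS07890 and RS02320, *dnaK*, *psbN*, *psbT*, *psaL*, Psb28, RS01090, RS03090 and RS03095. The replicate block called RS06075, RS07025, RS07890 and *dnaK*. Total counts only called, besides some of these, *psbO*, *psbK*, *psbJ*, *psbB*, *psaE*, *psaC* and RS08725. Under PVC, DESeq2 called *dnaK*, *psbJ*, *psbN* and RS03095, and the block called *dnaK* and *groEL* RS07890. In NATL2A, DESeq2 called RS05195 and RS08475 under HDPE and RS09350 under PVC, and the 6-library fit called RS08475 as well. No alternative fixed in advance called *ntcA*, RS09785, RS09790 or RS07615 under HDPE in NATL2A (the added 6-library fits with the block called all 4), *groES* RS07895 under either leachate or *groEL* RS02320 under PVC.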

Other observations

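In MIT9312 under PVC leachate 2 phosphorus uptake genes and 4 of 7 nitrogen uptake genes rose, which had no place at a claim above. The phosphate-binding gene *pstS* (RS03710, 672680–673666), whose protein captures phosphate, rose by 1.39 ± 0.14, from 501 ± 59.8 to 1310 ± 74.9 CPM (edgeR adjusted p = 7.9e-05, n = 3 cultures per group), and the alkaline phosphatase gene RS03700 (668577–670859) by 1.11 ± 0.14 (2.5e-04). The porin gene between them, RS03705 (671007–672329), rose by 0.89 ± 0.19 (0.00358), a call lost without control 1, control 2 or PVC 3 (0.0175, 0.0180 and 0.0155). Under HDPE the phosphorus genes had 0.63 ± 0.14 and 0.60 ± 0.14 (0.0124 and 0.0158). The nitrogen list, in which 1 gene fell and 2 did not pass, had a median of 0.59 (camera adjusted p = 0.0514, or 0.303 with an estimated correlation). The ammonium transporter gene RS01340 rose by 0.86 ± 0.16, from 16212 ± 1421 to 29326 ± 1599 CPM (0.00219), and *urtA* RS04250 by 1.25 ± 0.18 (3.6e-04). The urease gene *ureD* RS04270 fell by 0.79 ± 0.17 (0.00461). The RS01340 call was lost without control 1, control 3, PVC 1 or PVC 3 (up to 0.0136), and that of RS04270 with total counts only (0.0337) and without control 1, control 2, control 3, PVC 1 or PVC 3 (up to 0.0178). Under HDPE 0 of the 7 passed in edgeR, 3 had an unadjusted p under 0.05, and the median was 0.32 (camera adjusted p = 0.0494).

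Some repair, redox and respiration genes of MIT9312 passed under PVC as well, but none of their lists had a camera adjusted p under 0.01. Of 16 oxidative stress genes, 7 rose, 3 fell and 6 did not pass, or 9 and 3 when adjusted over the list alone (median 0.63, camera adjusted p = 0.0514). The peroxiredoxin gene RS01820, whose enzyme breaks down peroxides, rose by 1.50 ± 0.21, from 12.1 ± 1.70 to 34.2 ± 9.34 CPM (edgeR adjusted p = 3.9e-04, n = 3), the diflavin protein gene RS00220 by 1.35 ± 0.25 (0.00192) and the methionine sulfoxide reductase gene RS00075 by 1.08 ± 0.18 (0.00105). Without control 1 or control 2 the call for RS00220 was lost (up to 0.0115). The glutathione S-transferase gene RS00570 rose under both leachates, by 1.17 ± 0.14 under PVC (2.0e-04) and 0.79 ± 0.14 under HDPE (0.00459), the latter being lost in some fits (up to 0.122). Of 5 DNA repair genes, 3 rose, 1 fell and 1 did not pass (median 0.88, camera adjusted p = 0.0642): photolyase RS01455, which repairs light damage, by 1.26 ± 0.15 (2.0e-04), RS02180 by 1.40 ± 0.28 (0.00293) and *uvrA* RS09305 by 0.88 ± 0.12 (3.3e-04), while the glycosylase gene RS01720 fell by 1.12 ± 0.17 (5.9e-04). The RS02180 call was lost without control 2, control 3 or PVC 3 (0.0162, 0.0111 and 0.0160). Of 5 cytochrome c oxidase genes, 4 fell by 0.53 to 0.65 and 1 did not pass (median −0.61, camera adjusted p = 0.0141). All these oxidase calls were lost with total counts only (0.0116 to 0.0609). Of 4 Calvin cycle genes other than Rubisco, 3 fell and 1 did not pass (median −0.79, camera adjusted p = 0.0113), among them phosphoribulokinase RS04065 (−0.98 ± 0.16, 7.5e-04). Of 7 NAD(P)H dehydrogenase genes 4 rose and 1 fell (median 0.58, camera adjusted p = 0.0514). The rises of RS00810, RS00815 and RS01495 were lost with the replicate block and without control 1, control 2, control 3, PVC 1 or PVC 3 (up to 0.0587), and that of RS03050 without control 1, control 2 or PVC 3 (up to 0.0152).

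In the remaining MIT9312 lists under PVC, 1 of 4 porin genes rose (median −0.52), 1 of 13 ribosomal protein genes rose and 1 fell (median −0.18), 1 of 4 aminoacyl-tRNA synthetase genes rose and 1 fell (median −0.39) and 1 of 2 Pcb antenna genes fell. Under HDPE, 1 of 16 oxidative stress genes rose (median 0.20), 1 of 7 NAD(P)H dehydrogenase genes rose (RS00815, 0.87 ± 0.18, edgeR adjusted p = 0.00948, up to 0.0461 in other fits), 1 of 4 aminoacyl-tRNA synthetase genes fell (median −0.53) and 0 of 5 DNA repair genes and 0 of 5 cytochrome c oxidase genes passed in edgeR (medians 0.37 and −0.38), where 4 of each had an unadjusted p under 0.05. Of 4 Calvin cycle genes under HDPE, glyceraldehyde-3-phosphate dehydrogenase alone rose, so the median was −0.35 but the mean 0.07. Product names for MIT9312 came from the paper's table of changed genes, so the MIT9312 lists hold genes that the authors call, and neither their counts nor their camera values are independent evidence.

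In NATL2A, 8 of 8 ATP synthase genes, which make the energy carrier ATP, had negative values under HDPE (median −0.44, camera adjusted p = 1.7e-04, or 0.803 with an estimated correlation). The largest was subunit B (PMN2A_RS08150), with −0.66 ± 0.23 (edgeR adjusted p = 0.370, n = 3 cultures per group). Of 17 *hli* genes, 16 had positive values under PVC (median 0.85, camera adjusted p = 9.9e-05, or 0.854 with an estimated correlation), but replicate 2 stood apart, most of all under PVC, and PMN2A_RS05575, PMN2A_RS05855 and PMN2A_RS05995 had identical counts and so do not count as separate genes. Under HDPE their median was 0.39 (camera adjusted p = 0.0683, 0.00287 with the replicate block, or 0.998 with an estimated correlation and no block). The 7 Rubisco and carboxysome genes had medians of −0.57 under HDPE and 0.38 under PVC (camera adjusted p = 0.396 and 0.612). In these lists 0 genes passed in edgeR without the replicate block, while 5 ATP synthase genes, 0 *hli* genes and 1 Rubisco or carboxysome gene had an unadjusted p under 0.05 under HDPE, and 0 of all 3 lists under PVC. With the block in fits of control and HDPE alone, chosen after the first results, edgeR called 0, 2 and 4 genes of these lists and DESeq2 7, 12 and 4. With PVC rather than HDPE, ATP synthase genes were higher (median 0.27, camera adjusted p = 0.00465, or 0.875 with an estimated correlation) and cell wall genes lower (median −0.10, 0.00693, or 0.875 with an estimated correlation). The correlation of the responses to both leachates in NATL2A was 0.543 against 0.496 in simulations with shared controls, and their covariance 0.0415 against 0.0223.

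With edgeR and no block, no gene passed in the other NATL2A lists apart from those given at the claims. Blocked fits of control and HDPE alone, chosen after the first results, called some. Among others, edgeR called 3 oxidative stress genes as higher and 1 as lower. DESeq2 called 4 and 8 ribosomal protein genes, 3 and 4 photosystem II genes and 0 and 3 chlorophyll synthesis genes. For photosystem I, photosystem II, photosystem II repair, cytochrome b6-f, chlorophyll synthesis and Pcb antenna genes, the medians were −0.08, 0.05, 0.02, 0.03, −0.26 and −0.13 under HDPE and −0.17, −0.11, 0.11, 0.10, −0.33 and −0.16 under PVC (lowest camera adjusted p = 0.0586, n = 3 cultures per group). For proteases, chaperones, multidrug efflux, metal uptake, NAD(P)H dehydrogenase, cytochrome c oxidase and Calvin cycle genes they were 0.01, 0.16, 0.14, −0.00, 0.12, −0.12 and −0.12 under HDPE and 0.05, 0.10, 0.04, −0.01, 0.19, 0.02 and 0.03 under PVC. For ribosomal proteins (52 genes), aminoacyl-tRNA synthetases (18), DNA repair (16), oxidative stress (20) and phosphorus uptake (5) they were −0.04, 0.03, 0.01, 0.06 and 0.03 under HDPE and −0.02, 0.05, 0.00, 0.02 and −0.09 under PVC. The RNA polymerase core gene had 0.09 and −0.08.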
